# *Hemgn* Protects Hematopoietic Stem and Progenitor Cells Against Transplantation Stress Through Negatively Regulating IFN‐*γ* Signaling

**DOI:** 10.1002/advs.202103838

**Published:** 2021-12-19

**Authors:** Ke Zhao, Jin‐Fang Liu, Ya‐Xin Zhu, Xiao‐Ming Dong, Rong‐Hua Yin, Xian Liu, Hui‐Ying Gao, Feng‐Jun Xiao, Rui Gao, Qi Wang, Yi‐Qun Zhan, Miao Yu, Hui Chen, Hong‐Mei Ning, Cai‐Bo Zhang, Xiao‐Ming Yang, Chang‐Yan Li

**Keywords:** engraftment defect, hematopoietic stem/progenitor cells, *Hemgn*, IFN‐*γ* signaling

## Abstract

Hematopoietic stem and progenitor cells (HSPCs) possess the remarkable ability to regenerate the whole blood system in response to ablated stress demands. Delineating the mechanisms that maintain HSPCs during regenerative stresses is increasingly important. Here, it is shown that *Hemgn* is significantly induced by hematopoietic stresses including irradiation and bone marrow transplantation (BMT). *Hemgn* deficiency does not disturb steady‐state hematopoiesis in young mice. *Hemgn* ^−/‐^ HSPCs display defective engraftment activity during BMT with reduced homing and survival and increased apoptosis. Transcriptome profiling analysis reveals that upregulated genes in transplanted *Hemgn* ^−/−^ HSPCs are enriched for gene sets related to interferon gamma (IFN‐*γ*) signaling. *Hemgn* ^−/−^ HSPCs show enhanced responses to IFN‐*γ* treatment and increased aging over time. Blocking IFN‐*γ* signaling in irradiated recipients either pharmacologically or genetically rescues *Hemgn* ^−/‐^ HSPCs engraftment defect. Mechanistical studies reveal that *Hemgn* deficiency sustain nuclear Stat1 tyrosine phosphorylation via suppressing T‐cell protein tyrosine phosphatase TC45 activity. Spermidine, a selective activator of TC45, rescues exacerbated phenotype of HSPCs in IFN‐*γ*‐treated *Hemgn* ^−/−^ mice. Collectively, these results identify that *Hemgn* is a critical regulator for successful engraftment and reconstitution of HSPCs in mice through negatively regulating IFN‐*γ* signaling. Targeted *Hemgn* may be used to improve conditioning regimens and engraftment during HSPCs transplantation.

## 1 Introduction

Hematopoietic stem and progenitor cells (HSPCs) possess the remarkable ability to replenish the blood system and maintain hematopoietic homeostasis in response to either physiological or ablated stress demands, such as irradiation, chemotherapy, or hematological diseases.^[^ ^1^, ^2^ ^]^ This ability is exploited routinely in the clinic via HSPCs transplantation (HSPCT).^[^ ^3^ ^]^ Successful HSPCT depends on the engraftment process, in which donor cells are lodged in the bone marrow (BM) medullary cavity, and subsequent retention and proliferation in the BM space leads to reconstitution of the hematopoietic system.^[^ ^4^ ^]^ Ionizing radiation is used to condition patients receiving HSPCT, which induces a cytokine release syndrome.^[^ ^5^ ^]^ In the early stages of engraftment, donor cells operate within a skewed cytokines environment, need to withstand the transplantation stress which includes multiple apoptotic signals and respond to proliferative stimuli, exiting their quiescent phase and undergoing a period of self‐renewal and differentiation to restore hematopoietic homeostasis. Limited responsiveness to inflammatory cytokines is a feature of transplanted HSCs and contributes to successive engraftment during HSPCT.^[^ ^6^ ^]^ However, the underlying regulatory mechanisms remain unclear. A better understanding of the molecular processes that HSPCs employ to withstand the transplantation stress will illuminate novel targets for improving conditioning regimens and engraftment during HSPCT.

Hemogen (*Hemgn*), homologous to human erythroid differentiation‐associated gene (*EDAG*) and rat *RP59*,^[^ ^7^, ^8^ ^]^ is a vertebrate transcriptional regulator that performs important functions in hematopoietic and testicular development and might contribute to neoplasia.^[^ ^9^, ^10^ ^]^ In hematopoietic cells, *Hemgn* is mainly expressed in active hematopoietic sites and downregulated during blood cell differentiation process. *Hemgn* transcription in hematopoietic cells is regulated by GATA1 and HOXB4.^[^ ^11^, ^12^, ^13^ ^]^ Early studies suggest that *Hemgn* is an important regulator for proliferation, differentiation, survival,^[^ ^10^ ^]^ and resistance to chemotherapy of hematopoietic cells.^[^ ^14^ ^]^ *Hemgn* positively regulates erythroid differentiation of human CD34^+^ cells partially by recruiting histone acetyltransferase p300 to acetylate GATA1.^[^ ^15^ ^]^ A transgenic mouse model driven by human CD11a promoter showed that overexpression of human *Hemgn* suppresses the lymphoid lineage development but enhances myeloid development.^[^ ^16^ ^]^ Recently, *Hemgn* is shown to promote rapid entry of human CD34^+^ cells into the cell cycle, and enhance their proliferative potential and repopulating capacity.^[^ ^17^ ^]^ In addition, *Hemgn* also partially recapitulates the function of HOXB4 in promoting mouse myeloid progenitor cells expansion ex vivo.^[^ ^13^ ^]^ Although these data indicate that *Hemgn* might function as a regulator in HSPCs, the role and mechanism of *Hemgn* in HSPCs is poorly understood. Interestingly, *Hemgn* expression is induced by various stresses such as differentiation induction, proliferation stimulation, irradiation, and hypoxia exposure,^[^ ^10^, ^15^, ^18^, ^19^ ^]^ suggesting that *Hemgn* may play a role in regulation HSPCs function under stress conditions. Here, we focus on whether and how *Hemgn* regulates HSPCs function in response to transplantation stress.

## 2 Results

### 2.1 *Hemgn* Is Dispensable for Steady‐State Hematopoiesis

We first examined the expression pattern of *Hemgn* in isolated murine HSPCs populations from bone marrow (BM). Like human EDAG, *Hemgn* was expressed at low levels in Lin^−^Sca‐l^+^c‐Kit^+^ (LSK), long‐term HSCs (LT‐HSCs, Lin^−^Sca‐l^+^c‐Kit^+^CD34^−^Flt3^−^), short‐term HSC (ST‐HSCs, Lin^−^Sca‐l^+^c‐Kit^+^CD34^+^Flt3^−^), granulocyte‐monocyte progenitors (GMPs, Lin^−^Sca‐l^−^c‐Kit^+^CD34^+^CD16/32^hi^), and common lymphoid progenitors (CLPs, Lin^−^c‐Kit^low^Sca‐1^low^CD127^+^), with elevated levels observed in committed myeloid progenitors (CMPs, Lin^−^Sca‐l^−^c‐Kit^+^CD34^+^CD16/32^low^) and megakaryocyte‐erythroid progenitors (MEPs, Lin^−^Sca‐l^−^c‐Kit^+^CD34^−^CD16/32^low^) (**Figure** **1**A). To assess the functional role of *Hemgn* in HSPCs, we generated a whole‐body *Hemgn* ^−/−^ mouse model on a C57/BL/6J (CD45.2^+^) background. The mutant allele was confirmed by sequencing the *Hemgn* cDNA (Figure S1, Supporting Information). Western blot analysis using a specific antibody against mouse HEMGN demonstrated that neither intact nor truncated HEMGN proteins were present in *Hemgn* ^−/−^ HSPCs (Figure 1B). *Hemgn* ^−/−^ mice appeared normal and showed no internal anatomical abnormalities (data not shown). In 2‐month‐old animals, *Hemgn* ^−/−^ mice display normal cellularity of peripheral blood (PB) (Figure 1C) and BM (Figure 1D), as well as the constitution of leukocytes in PB. The numbers of immunophenotypically‐defined enriched HSPCs in the BM of *Hemgn* ^−/−^ mice were comparable to those in WT mice (Figure 1E). No significant difference of the cell cycle status in LT‐HSCs and ST‐HSCs was observed between *Hemgn* ^−/−^ and WT mice (Figure 1F; Figure S2, Supporting Information). Functional colony‐forming unit (CFU) assays suggested that the numbers of burst forming unit‐erythroid (BFU‐E), CFU‐granulocyte and macrophage (CFU‐GM), and CFU‐granulocyte, erythrocyte, macrophage, and megakaryocyte (CFU‐GEMM) in BM (Figure 1G) and spleen (SP) (Figure S3, Supporting Information) were similar between *Hemgn* ^−/−^ and WT mice. Serial replating assays suggested that *Hemgn* ^−/−^ and WT HSCs displayed similar self‐renewal capacity (Figure S4, Supporting Information), indicating that the number of functional HSCs in *Hemgn* ^−/−^ mice was comparable to that in WT mice. Overall, these findings suggest that *Hemgn* is dispensable for steady‐state hematopoiesis under homeostatic conditions.

**Figure 1:**
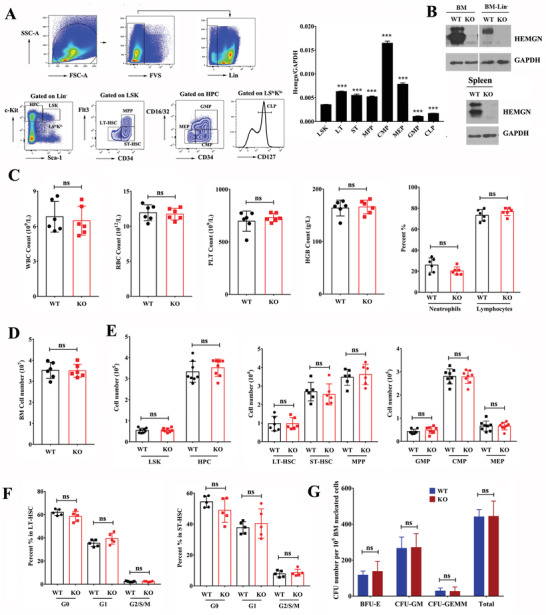
*Hemgn* is dispensable for steady‐state hematopoiesis in young mice. A) *Hemgn* mRNA expression levels in purified murine HSPCs (*n* = 6 mice). The left panel represents the gating strategy for HSPCs and committed progenitors. Data shown are representative of three independent experiments with a total of six mice per group. Each mouse was performed in triplicate. Error bars indicate SEM. B) Validation of *Hemgn* knockout mice by western blotting analysis of HEMGN protein expression in total BM mononuclear cells, BM Lin^−^ cells and spleen from WT and *Hemgn* ^−/−^ (KO) mice. GAPDH was used as internal control. C) *Hemgn* ^−/−^ mice displayed normal cellularity of PB and D) BM (*n* = 6 mice per group). Data are the pool of two independent experiments. Error bars indicate SD. E) The total numbers of the HSPCs and committed progenitors in the BM of *Hemgn* ^−/−^ mice were comparable to those in WT mice (*n* = 8 mice per group). Data are the pool of two independent experiments. Error bars indicate SD. F) Cell cycle analysis of LT‐HSCs and ST‐HSCs in *Hemgn* ^−/−^ and WT BM using DAPI and Ki‐67 staining (*n* = 5 mice per group). Data are the pool of two independent experiments. Error bars indicate SD. G) CFU assays of *Hemgn* ^−/−^ and WT BM cells (*n* = 5 mice per group). Data shown are representative of two independent experiments with a total of five mice per group. Each mouse was performed in triplicate. Error bars indicate SEM. For all graphs, *p < 0.05, **p < 0.01, ***p < 0.001.

### 2.2 *Hemgn^−/−^* HSPCs Display Severely Defective Engraftment Activity

HEMGN protein was significantly induced in BM HSPCs 1h following total body irradiation (TBI) exposure (**Figure** **2**A). *Hemgn* mRNA was increased in donor HSPCs from the recipient BM at 6 h post‐BMT (Figure 2B), indicating that HEMGN may contribute to transplantation stress. Since various pro‐inflammatory cytokines could be induced such as tumor necrosis factor *α* (TNF*α*), interleukin 6 (IL‐6), interferon *α* (IFN‐*α*), and IFN‐*γ* under irradiation and BMT conditions, we investigated the expression levels of HEMGN under various cytokines. We found that HEMGN could be induced dramatically by IFN‐*γ* treatment while other cytokines did not affect HEMGN expression significantly (Figure S5, Supporting Information). To assess whether *Hemgn* affects HSPCs regeneration capacity in vivo, a competitive BMT assay was carried out by transplanting WT or *Hemgn* ^−/−^ mice BM (CD45.2^+^) mixed with competitor cells (CD45.1^+^CD45.2^+^) at the indicated ratio into lethally irradiated recipient mice (CD45.1^+^) (Figure 2C). Analysis of the donor chimerism in PB showed that WT BM cells successfully reconstituted recipient's hematopoiesis at 16 weeks post‐BMT, however, none of the recipients transplanted with *Hemgn* ^−/−^ BM cells were reconstituted even when transplanted at a 5‐fold higher dose. When the ratio increased to 10:1, only 2 of 11 recipients transplanted with *Hemgn* ^−/−^ donor cells were reconstituted but with a significant reduction in engraftment (below 5%). Competitive BMT assay using LSK cells showed that *Hemgn* ^−/−^ LSK cells could not engraft and reconstitute hematopoiesis from 4 weeks to 16 weeks post‐BMT (Figure 2D). Noncompetitive BMT assays suggested that WT BM cells (2 × 10^5^) were able to efficiently engraft 4 weeks post‐BMT, but *Hemgn* ^−/−^ BM cells failed to engraft even at cell doses ten times higher than the controls (Figure 2E). 90% of mice transplanted with 5 × 10^5^ WT BM cells survived within 40 days after BMT, while only 10% of mice transplanted with *Hemgn* ^−/−^ BM cells survived (Figure 2F). These data suggest a significant role of *Hemgn* in HSPCs in the engraftment process. When donor cells number was increased to 2 × 10^7^, 100% of the recipients receiving *Hemgn* ^−/−^ BM cells were reconstituted with normal lineage distribution at 16 weeks after BMT (Figure 2E,G), suggesting that *Hemgn* deficiency may not lead to alteration of HSPCs differentiation ability. Transplantation of WT BM cells into *Hemgn* ^−/−^ recipients demonstrated that the engraftment and reconstitution were normal, indicating that *Hemgn* acts in the cells autonomously to maintain HSPCs engraftment activity (Figure 2H).

**Figure 2:**
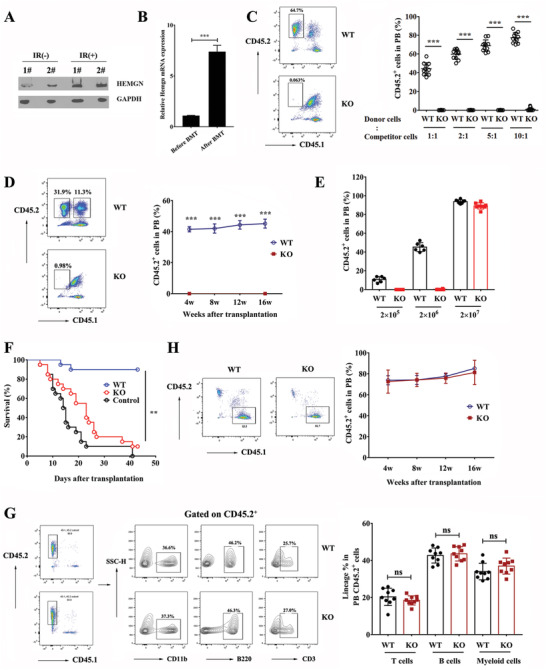
*Hemgn^−/^* ^−^ HSPCs display severely defective engraftment activity. A) Mice were exposed to 4.5Gy TBI for 1h and LSK cells were isolated for measuring HEMGN protein expression. *n* = 2 mice per group. B) *Hemgn* mRNA expression levels in LSK cells before and after transplantation was detected by quantitative RT‐PCR (*n* = 3 mice in Before BMT group, *n* = 6 mice in After BMT group). Each mouse was performed in triplicate. Error bars indicate SEM. C) Whole BM cells from WT and *Hemgn* ^−/−^ mice (CD45.2^+^) were mixed with competitor BM cells (CD45.1^+^CD45.2^+^, 1 × 10^6^) at the indicated ratio and injected into lethally irradiated recipients (CD45.1^+^). Donor chimerism in PB was analyzed at 16 weeks after transplantation (*n* = 10 mice per group). The left panel shows representative flow cytometric plots of mice transplanted with WT or *Hemgn* ^−/−^ BM cells with competitor cells (5:1). Data are the pool of two independent experiments. Error bars indicate SD. D) Competitive transplantation assay with BM LSK cells (1 × 10^4^). PB was analyzed for donor chimerism at the indicated time points (*n* = 6 mice per group). The left panel shows representative flow cytometric plots of mice at 16 weeks after transplantation. Data are the pool of two independent experiments. Error bars indicate SD. E) Lethally irradiated CD45.1 mice were transplanted with indicated numbers of donor BM cells and the donor chimerism in PB was analyzed at 4 weeks after transplantation (*n* = 6–9 mice per group). Data are the pool of two independent experiments. Error bars indicate SD. F) Survival curve of lethally irradiated CD45.1 mice transplanted with 5 × 10^5^ donor BM cells (*n* = 19 mice per group). In control group, PBS was injected into recipients without donor BM cells (*n* = 20 mice). Data are the pool of two independent experiments. G) Lethally irradiated CD45.1 mice were transfected with 2 × 10^7^ WT or *Hemgn* ^−/−^ donor BM cells and at 16 weeks after transplantation, the trilineage differentiation in PB was examined by flow cytometry (*n* = 9 mice per group). The left panel showed representative flow cytometric plots of PB chimerism and trilineage differentiation at 16 weeks after transplantation. Data are the pool of two independent experiments. Error bars indicate SD. H) WT BM cells (5 × 10^6^, CD45.1^+^) were transplanted into WT or *Hemgn* ^−/−^ recipients and the chimerism in PB were analyzed by flow cytometry at the indicated time (*n* = 8 mice per group). The left panel showed representative flow cytometric plots of PB chimerism at 16 weeks after transplantation. Data are the pool of two independent experiments. Error bars indicate SD. For all graphs, **p < 0.01, ***p < 0.001.

### 2.3 *Hemgn* Is Required for HSPCs Homing, Survival, and Expansion in Recipient Mice

Defected HSPCs engraftment could result from reduced HSPCs homing activity, impaired self‐renewal, and decreased proliferation in recipient. We first investigated whether the homing potential of HSPCs was affected by *Hemgn* deficiency. Equal numbers of donor cells and competitor cells were transplanted into lethally irradiated recipient. Competitor BM cells served as internal control in this assay. The ratios of the donor Lin^−^Sca‐1^+^ cells versus competitor cells in both groups were similar before BM transplantation, however, the ratio of the *Hemgn* ^−/−^ Lin^−^Sca‐1^+^ cells versus competitor cells in recipients BM was significant decreased 18 h after transplantation (**Figure** **3**A). Congruently, the absolute number of *Hemgn* ^−/−^ donor‐derived Lin^−^Sca‐1^+^ cells in the recipient mice marrow was also significantly lower compared to donor cells derived from WT mice (Figure 3B), indicating that *Hemgn* deficiency impaired HSPCs homing ability. Similarly, the ratio of *Hemgn* ^−/‐^ HSPCs versus competitor cells in recipients SP was significantly lower at 18 h after transplantation (Figure 3C). In a congenic model, where cell proliferation dyes‐labeled HSPCs were transplanted into lethally irradiated hosts to assess HSPCs homing, a significantly lower number of *Hemgn* ^−/−^ HSPCs homed to BM compared with WT control cells was observed (Figure 3D). These results indicate that the homing capacity of HSPCs is impaired in the absence of *Hemgn*. To confirm, we injected WT or *Hemgn* ^−/−^ mice BM mixed with competitor cells at the indicated ratio into the femoral BM cavity of lethally irradiated mice by intrafemoral transplantation (Figure 3E), which is a strategy to avoid inefficient homing associated with intravenous (IV) HSPCT.^[^ ^20^ ^]^ Analysis of the chimerism in PB for donor cells revealed that the reconstitution ability of donor cells from *Hemgn* ^−/−^ mice was still markedly lower than that of matched WT controls, but intrafemoral transplantation of *Hemgn* ^−/−^ cells significantly improved the engraftment compared with the IV BMT (Figure 3E; Figure S6, Supporting information). When the ratio increased to 5:1, recipients receiving *Hemgn* ^−/−^ BM cells were equivalently reconstituted with normal lineage distribution at 16 weeks post‐BMT (Figure S6, Supporting information), supporting the conclusion that *Hemgn* deficiency reduces HSPCs homing to the BM.

**Figure 3:**
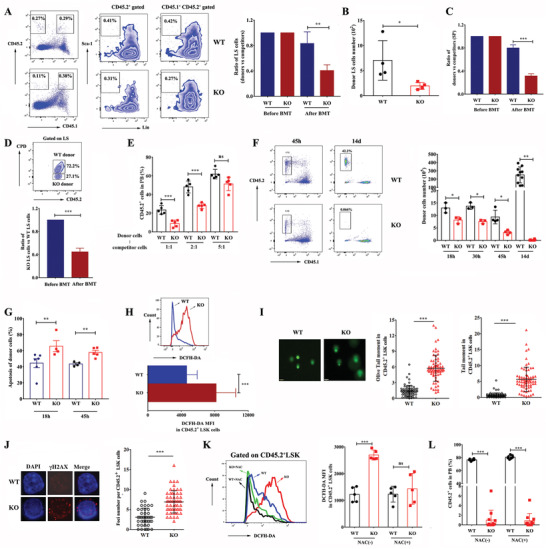
*Hemgn* is required for HSPCs homing, survival and expansion in recipient mice. A) The ratio of Lin^−^Sca‐1^+^ (LS) cells in donor (WT or *Hemgn* ^−/−^) cells versus competitor LS cells and the absolute number of donor derived LS cells B) in the recipients BM in homing assay (*n* = 4 mice per group). The left panel of (A) shows representative flow cytometric plots of homed donor LS cells. Data are representative of two independent experiments. C) The ratio of donor cells versus competitor cells in the recipient's SP was analyzed in homing assay (*n* = 4 mice per group). Data are representative of two independent experiments. D) Cell proliferation dyes (CPD) labeled WT BM cells were mixed with equal number of *Hemgn* ^−/−^ BM cells and transplanted into lethally irradiated CD45.1 recipients. The ratio of *Hemgn* ^−/−^ LS cells (CD45.2^+^CPD^−^) versus WT LS cells (CD45.2^+^CPD^+^) in the recipient's BM was analyzed (*n* = 3 mice per group). The upper panel showed representative flow cytometric plots of donor cells in recipients. Data are representative of two independent experiments. E) WT or *Hemgn* ^−/−^ mice BM mixed with competitor cells at the indicated ratio into the femoral BM cavity of lethally irradiated mice by intrafemoral transplantation. PB was analyzed for donor chimerism at 16 weeks after transplantation (*n* = 5 mice per group). F) WT or *Hemgn* ^−/‐^ BM cells (5 × 10^6^) were transplanted into CD45.1 recipients and the number and apoptosis G) of donor cells in recipients BM were analyzed at the indicated time points. *n* = 3–9 mice. The left panel of (F) shows the representative flow cytometric plots of donor cells in recipients. H) ROS levels in transplanted WT and *Hemgn* ^−/−^ LSK cells from recipients BM at 18 h after transplantation (*n* = 6 mice per group). Data are the pool of two independent experiments. DNA damage analysis of isolated donor LSK cells by quantitation of I) *γ*‐H2AX foci and J) comet assay at 18 h after transplantation. Scale bars: (I) 10 µm; (J) 70 µm. Data are representative of two independent studies. *n* = 3 mice per group. K) Recipients were pre‐treated with NAC (100 mg kg^−1^ day^−1^) for 3 weeks and then transplanted with WT or *Hemgn* ^−/−^ BM cells (1 × 10^7^) accompanied with competitor cells (1 × 10^6^). The ROS levels in donor LSK cells were examined at 18 h after transplantation (*n* = 5 mice per group). L) Recipients were intraperitoneally injected with NAC (100 mg kg^−1^) daily for 3 weeks and then transplanted with WT (*n* = 5 mice per group) or *Hemgn* ^−/−^ BM cells (*n* = 10 mice per group) (1 × 10^7^) accompanied with competitor cells (1 × 10^6^) followed by intraperitoneal injection of NAC (50 mg kg^−1^) daily for 1 week. After that, the recipients were orally administrated with NAC daily by drinking NAC‐containing water (1 mg mL^−1^). The donor chimerism in PB were analyzed at 16 weeks post transplantation. For all graphs, data are presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001.

We further investigated donor cells survival and expansion in recipient mice. The results revealed that number of *Hemgn* ^−/−^ donor cells that homed to BM was significantly reduced 45 h compared with 18 h and 30 h post‐BMT; at 14 days, *Hemgn* ^−/−^ donor cells in recipient's BM were almost undetected (Figure 3F). In contrast, the number of WT donor cells in recipient's BM was only slightly reduced at 45 h post‐BMT and then markedly increased at 14 days. In line with these observations, we detected increased apoptosis in transplanted *Hemgn* ^−/−^ donors in BM (Figure 3G) at early stages after transplantation. Using non‐irradiated recipients, we showed that the homing efficiency (Figure S7A, Supporting information) and apoptosis (Figure S7B, Supporting information) of *Hemgn* ^−/‐^ donor cells were comparable to WT donor cells, suggesting that the engraftment defect in *Hemgn* ^−/−^ HSPCs is related to irradiation‐induced microenvironments alteration.

During BMT, irradiation increases the production of reactive oxygen species (ROS), thereby promoting DNA damage in donor HSPCs.^[^ ^5^ ^]^ We found that the ROS levels (Figure 3H) and DNA damage (Figure 3I,J) were significantly elevated in *Hemgn* ^−/−^ donor HSPCs compared with those in WT HSPCs, suggesting that *Hemgn* deficiency caused more serious oxidative stress responses in HSPCs after transplantation.

To examine whether the inhibition of oxidative stress improves engraftment of *Hemgn* ^−/−^ HSPCs, *N*‐acetyl‐l‐cysteine (NAC), an antioxidant which can increase engraftment of HSPCs,^[^ ^21^ ^]^ was used to treat recipient mice as previous described.^[^ ^22^ ^]^ Although NAC reduced the ROS levels significantly in *Hemgn* ^−/−^ donor HSPCs (Figure 3K), it only weakly rescued engraftment defects of *Hemgn* ^−/−^ HSPCs (Figure 3L), demonstrating that oxidative stress contributed little to the function defect of *Hemgn* ^−/−^ HSPCs.

### 2.4 *Hemgn* Deficiency Enhances IFN‐*γ* Signaling Pathway in Transplanted HSPCs and Increases HSPCs Responses to IFN‐*γ* Administration In Vitro and In Vivo

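RNA-seq data of donor HSPCs (hematopoietic stem and progenitor cells) were analysed from 3 WT and 3 Hemgn−/− replicates, collected from recipient mice 6 h after bone marrow transplantation (BMT). The paper's methods describe the sorted cells as LSK cells, which are lineage-negative and carry Sca-1 and c-Kit, whereas the sample labels name lineage-negative Sca-1-positive donor cells with no mention of c-Kit. The methods give Smart-Seq2 cDNA, which is amplified from small amounts of RNA, and paired-end Illumina sequencing, while the labels name another library kit. The authors deposited FPKM values (fragments per kilobase of transcript and per 1000000 fragments sequenced) of 24965 genes, listed by Ensembl identifier with 1 column per library. The paper's text does not name the aligner or the gene annotation. For the DEGs it names no test of their own, and it gives 2-tailed Student's t-tests for comparisons of 2 groups in general. Table S1 of the paper lists Hba-a1 with a p of 4.5e-182 from that unnamed test, against 1.5e-09 from limma here. Counts of DEGs in the paper and here therefore rest on unlike tests. Low FPKM values rose in whole steps, so the depth was recovered from them with exon lengths of the GENCODE M21 annotation. Of the 13466 genes with at most 100 fragments in every library, 95.2% came out as whole fragments in all 6 libraries. The totals came out at 23668015, 25592595 and 27716574 fragments in WT replicates 1, 2 and 3, and at 27441641, 26175076 and 28897360 fragments in Hemgn−/− replicates 1, 2 and 3.
Hemgn (ENSMUSG00000028332), the gene disrupted in the donor mice, was at 5.64, 2.96 and 4.68 FPKM in the WT libraries and at 0.75, 0.91 and 1.60 FPKM in the Hemgn−/− libraries. These values stand for 335, 190 and 326 fragments in WT and 52, 60 and 116 fragments in Hemgn−/− replicates. The log2 fold change of Hemgn was −1.37 (standard error 0.23, adjusted p = 0.0114 from limma with Benjamini-Hochberg adjustment). It lay between −1.58 and −1.20 with each library left out in turn, and without WT replicate 3 the adjusted p was 0.0503. Over all alternatives its adjusted p ranged from 0.00688 to 0.0613. Erythroid cells also express Hemgn, and other erythroid transcripts were lower in the Hemgn−/− libraries.
Genes with FPKM above 1 in at least 1 library were tested, as in the paper's methods, which left 13739 genes. FPKM values were taken as log2(FPKM + 1) without further scaling and compared between Hemgn−/− and WT libraries with limma, using a mean-variance trend and no covariate. A fold change on this scale understates the change of genes with low FPKM. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1, so p-values come from the model fitted across genes. The choice of scaling between libraries had the largest effect on the direction of the differences.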

To identify possible mechanisms of the reduced engraftment capability of *Hemgn* ^−/−^ HSPCs, we performed genome‐wide expression analysis using RNA‐seq of purified *Hemgn* ^−/−^ and WT HSPCs from recipient mice at 6h post‐BMT. This revealed 760 differentially expressed genes (DEGs) (325 upregulated and 435 downregulated, *p* < 0.05, 1.5‐fold cut off) (Table S1, Supporting Information). 

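At the paper's thresholds (unadjusted p under 0.05 and at least 1.5-fold on the log2(FPKM + 1) scale), 939 of the genes tested differed between Hemgn−/− and WT HSPCs, 563 higher and 376 lower in Hemgn−/− HSPCs. With Benjamini-Hochberg adjustment over all genes tested, 887 genes had an adjusted p under 0.05 whatever their fold change, 600 higher and 287 lower. This count was 470 without WT replicate 1, 494 without WT replicate 3, 525 without Hemgn−/− replicate 2 and 373 without Hemgn−/− replicate 3. The split between higher and lower genes moved with the scaling. Median-ratio scaling gave 411 higher and 490 lower genes at the paper's thresholds and quantile normalization 406 and 513. Rescaling each library to the same FPKM total, which moved the count most, gave 1077 higher and 360 lower genes. The median log2 fold change of all genes tested was 0.087 on the deposited values, 0.0076 after median-ratio scaling and 0.18 after rescaling to the same total.
The downregulated genes of Table S1 are held in full, with 435 rows, of which 433 matched 1 gene of the table each. All 433 had lower values in Hemgn−/− HSPCs on the log2 scale, 202 of them at the paper's thresholds and 179 with an adjusted p under 0.05. The last of these counts was 106 without WT replicate 1, 114 without WT replicate 3 and 93 without Hemgn−/− replicate 3, and without WT replicate 2 the values of 432 of the 433 genes were lower. Table S1 was made from the same libraries, so this overlap is not independent evidence. The copy of the upregulated genes holds 324 rows against the paper's 325 genes, and no overlap was computed on it.
Among genes with an adjusted p under 0.05 and no overlap between the groups, the lowest log2 fold changes were those of Hba-a1 (−4.01), Hbb-bs (−3.90), Alas2 (−3.32), Epx (−2.72) and Hbb-bt (−2.09). Hba-a1 was at 296 ± 32.7 FPKM in WT and 17.7 ± 3.91 FPKM in Hemgn−/− HSPCs (SD, n = 3 each). The alpha- and beta-globin genes have near-identical copies whose reads can be divided between them. The highest were Rps3a2 (6.00), Tpm3-rs7 (4.28), Rpl10-ps2 (3.43) and Rpsa-ps10 (3.24), together with Tgif2-ps2, which was listed at 0 in all 3 WT libraries and at 6.66, 7.20 and 6.47 FPKM in the Hemgn−/− libraries. All 5 are copies or pseudogenes of other genes, so their values are uncertain. Tpm3-rs7 was at 24.7 ± 1.32 FPKM in WT and 498 ± 24.3 FPKM in Hemgn−/− HSPCs (SD, n = 3 each), while Tpm3 itself was lower in Hemgn−/− HSPCs (306 ± 7.88 and 117 ± 1.49 FPKM).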

Reactome pathway analysis of DEGs revealed that upregulated genes in *Hemgn* ^−/−^ HSPCs were significantly associated with genes sets related to IFN‐*γ* signaling pathway and chemokine receptors bind chemokines, while the downregulated genes were associated with gene sets related to cell cycle and Rho GTPases signaling (**Figure** **4**A). 

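Reactome pathways were tested as gene sets over all genes tested, in place of an enrichment of DEGs, together with published lists of S phase and G2/M phase genes and a list of IFN-γ response genes. The set test was limma's camera, two-sided with a preset inter-gene correlation of 0.01, and p-values were adjusted over 8 sets. Interferon gamma signaling (73 genes tested) had a median log2 fold change of 0.36, with 55 genes higher in Hemgn−/− HSPCs (adjusted p = 4.4e-08 from limma's camera). In this set 26 genes were higher and 4 lower with an adjusted p under 0.05 over all genes, and 40 higher and 7 lower when adjusted over the list alone. Chemokine receptors bind chemokines (29 genes tested) had a median of 0.38, with 24 genes higher (adjusted p = 4.8e-06 from camera). Of these genes, 10 were higher with an adjusted p under 0.05 over all genes and 12 when adjusted over the list alone. Cxcl10 rose from 6.53 ± 1.05 FPKM in WT to 17.8 ± 2.41 FPKM in Hemgn−/− HSPCs and Ccr2 from 15.7 ± 0.599 to 32.7 ± 3.92 FPKM (SD, n = 3 each). Cxcr5 also rose (log2 fold change 0.95), in libraries in which some B cell transcripts rose too.
Cell Cycle (436 genes tested) had a median log2 fold change of −0.0083 and stood lower than the other genes (adjusted p = 0.0020 from camera), with 20 genes lower and 4 higher at an adjusted p under 0.05 over all genes and 18 lower and 3 higher when adjusted over the list alone. The G2/M phase list (54 genes) had a median of −0.44 (adjusted p = 1.4e-26 from camera), with 22 genes lower over all genes, and 32 lower and 1 higher when adjusted over the list alone. The S phase list (42 genes) had a median of −0.074 (adjusted p = 0.0031 from camera), with 1 gene higher and 1 lower by either adjustment. All of these medians are set against 0.087, the median of all genes tested. After rescaling to the same total, where that median was 0.18, the medians of Cell Cycle and the S phase list were above 0, at 0.076 and 0.0060. Cdc20 fell from 70.7 ± 3.37 FPKM in WT to 36.3 ± 2.47 FPKM in Hemgn−/− HSPCs and Ccnb1 from 18.0 ± 1.29 to 9.42 ± 0.839 FPKM (SD, n = 3 each). Transcripts of granulocyte precursors, which divide, were also lower in the Hemgn−/− libraries.
With the rotation test fry in place of camera, Cell Cycle (adjusted p = 0.0886) and the S phase list (0.122) were no longer past 0.05. With the correlation estimated from the data, the S phase list (0.124) was not. The other sets given here held under both.
All 17 genes shown as higher in Fig. 4B were higher in Hemgn−/− HSPCs here, 16 of them at the paper's thresholds and with an adjusted p under 0.05, and Camk2b was not (log2 fold change 0.43, adjusted p = 0.263 from limma). All 12 genes shown as lower were lower, 6 at the paper's thresholds and 6 with an adjusted p under 0.05 over all genes. When adjusted over the list alone, 16 higher and 11 lower genes passed, which is not independent evidence because the study chose these genes on the same samples. Groups did not overlap for 16 of the 17 and 11 of the 12 genes, where chance gives 10% for genes not chosen on these samples.

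**Figure D1:**
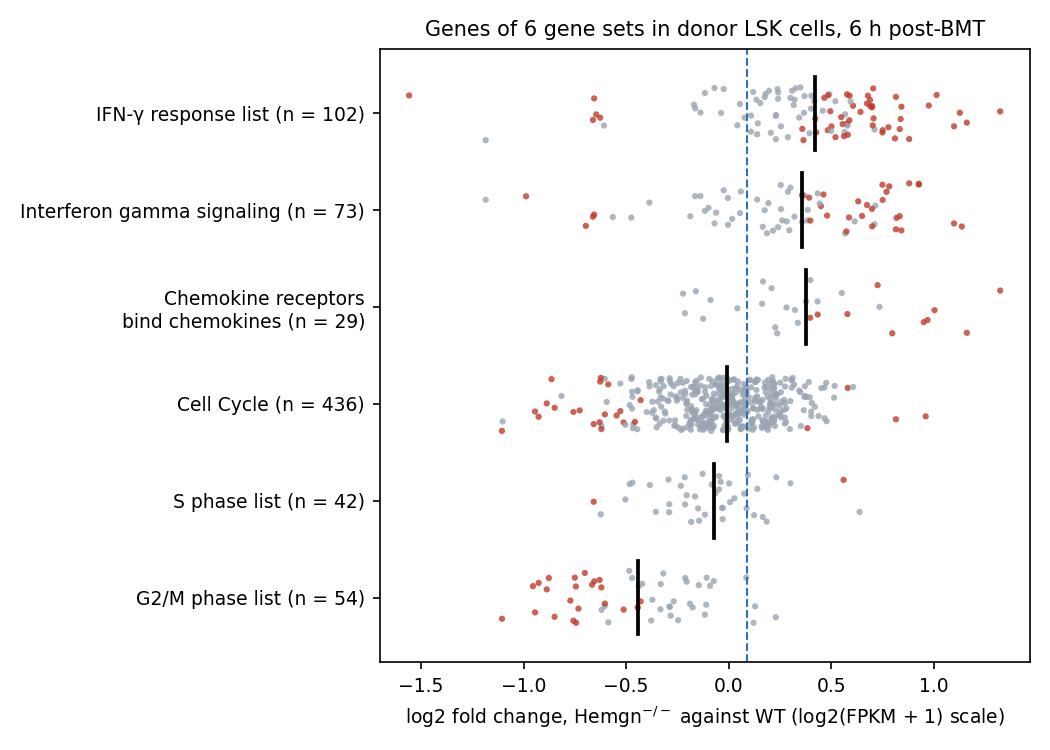
Log2 fold changes of single genes in 6 gene sets between Hemgn−/− and WT donor LSK cells, with each point a gene, red for an adjusted p under 0.05, and each black bar the median of a set. The dashed line is the median of all genes tested (0.087); most G2/M phase genes lie to its left, with a median of −0.44, and most genes of Interferon gamma signaling to its right, with a median of 0.36.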

We validated these genes expression by quantitative PCR analysis (Figure 4B). GSEA analysis revealed a transcriptional signature associated with the IFN‐*γ*‐treated HSPCs (GSE81559) to be the most enriched gene set among upregulated genes in *Hemgn* ^−/−^ HSPCs (Figure 4C), indicating that *Hemgn* deficiency enhanced IFN‐*γ* signaling in HSPCs after transplantation.

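The IFN-γ signature behind Fig. 4C was not used here. A list of 106 IFN-γ response genes, put together by hand, was used in its place. Table S1, made from the same libraries, had been read before the list was set, so the result may not be independent of it. The overlap of the list with the upregulated genes of Table S1 was not computed. Of the genes of the list, 102 were tested. Their median log2 fold change was 0.42, with 88 genes higher and 14 lower in Hemgn−/− HSPCs (adjusted p = 3.9e-16 from limma's camera over the 8 sets). Over all genes tested, 44 genes of the list were higher and 5 lower with an adjusted p under 0.05, and 68 higher and 6 lower when adjusted over the list alone. It shares 27 tested genes with the Reactome interferon set and 10 with Fig. 4B. Its 92 tested genes outside Fig. 4B had a median log2 fold change of 0.37, and 78 were higher. The direction and the call held with each library left out in turn, where the adjusted p ran from 1.4e-16 to 1.5e-13. Over all alternatives it ran from 2.7e-22 to 0.0169, the latter with the correlation between genes estimated from the data.
Gbp2 (ENSMUSG00000028270), an interferon-inducible GTPase, rose from 28.2 ± 2.54 FPKM in WT to 61.4 ± 1.81 FPKM in Hemgn−/− HSPCs (SD, n = 3 each), a log2 fold change of 1.10 (standard error 0.086, adjusted p = 2.6e-04 from limma with Benjamini-Hochberg adjustment). Irf1, an IFN-γ-induced transcription factor, rose from 48.9 ± 5.47 to 82.6 ± 5.67 FPKM, and Socs3, an inhibitor of cytokine signaling, from 68.5 ± 5.22 to 123 ± 4.59 FPKM (SD, n = 3 each). Irf8 rose from 39.2 ± 0.609 to 66.7 ± 1.89 FPKM and belongs also to a list of plasmacytoid dendritic cell transcripts, which were higher in the Hemgn−/− libraries. The groups did not overlap for any of these 4 genes. Chance gives this for 10% of genes, a rate that does not hold here because the study chose these genes on the same samples. Cxcl9 was expressed at a low level, with 1.24 ± 0.246 FPKM in WT and 4.14 ± 1.55 FPKM in Hemgn−/− HSPCs. From the enrichment of the signature of IFN-γ-treated HSPCs among the upregulated genes, the paper concludes that IFN-γ signaling was enhanced in Hemgn−/− HSPCs after transplantation.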

**Figure 4:**
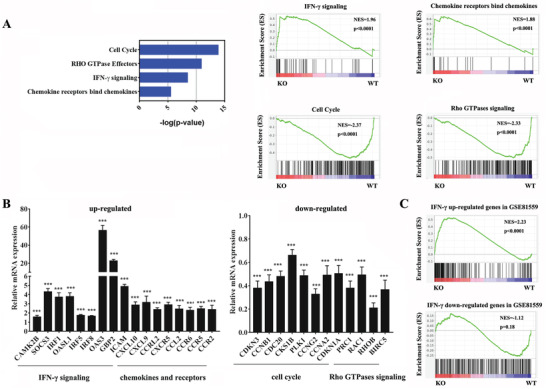
Molecular Signature of *Hemgn* ^−/−^ HSPCs after BMT. A) Reactome pathway analysis of DEGs in transplanted *Hemgn* ^−/−^ HSPCs cells compared with WT HSPCs. B) Validation of indicated genes expression in donor HSPCs cells 6 h after BMT by quantitative RT‐PCR. Data shown are representative of three independent experiments. Error bars indicate SEM. *p < 0.05, ***p < 0.001. C) GSEA of the correlation between DEGs in transplanted *Hemgn* ^−/−^ HSPCs and IFN‐*γ*‐treated HSPCs (GSE81559).

To access whether *Hemgn* regulates IFN‐*γ* signaling, the phosphorylation of Stat1 induced by IFN‐*γ* was investigated in cultured HSPCs. In WT HSPCs, the level of tyrosine‐phosphorylated Stat1 at residue 701 (p‐Stat1(Y701)) was triggered at 15 min, reached the peak at 30 min, and then markedly declined (**Figure** **5**A). In *Hemgn* ^−/−^ HSPCs, IFN‐*γ*‐triggered p‐Stat1(Y701) was not affected at 15 min but was sustained at higher levels for at least 1 h. No significant difference in IFN‐*γ*‐induced Stat1 serine phosphorylation at residue 727 (p‐Stat1(S727)) was observed between WT and *Hemgn* ^−/−^ HSPCs (Figure 5B). Similar changes of tyrosine‐phosphorylated Stat1 were observed in IFN‐*γ*‐treated K562 cells transfected with *Hemgn* shRNA lentivirus (Figure 5C; Figure S8, Supporting information). IFN‐*γ*‐triggered activation of a luciferase reporter containing a *γ*‐activation sequence (GAS) was enhanced in *Hemgn*‐knockdown K562 cells (Figure 5D). Conversely, enforced expression of HEMGN suppressed IFN‐*γ*‐induced transactivation (Figure 5E; Figure S9, Supporting information). In addition, the expression levels of interferon‐regulated genes were increased in IFN‐*γ* treated *Hemgn^−/−^* HSPCs (Figure 5F). We further investigated the phosphorylation of Stat1 in transplanted donor HSPCs. Flow cytometry analysis revealed that tyrosine‐phosphorylated Stat1 (p‐Stat1(Y701)) staining in *Hemgn* ^−/−^ donor HSPCs was stronger than that in WT donor HSPCs (Figure 5G).

**Figure 5:**
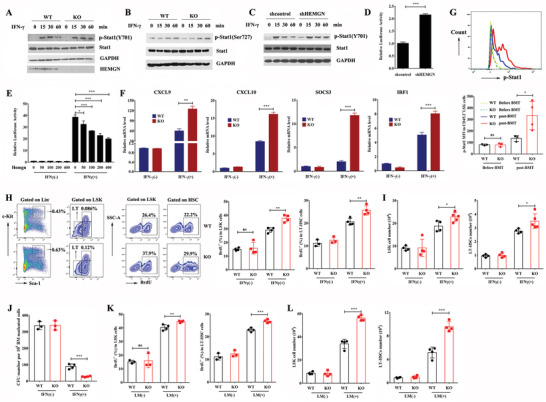
*Hemgn* deficiency increases responses to IFN‐*γ* administration in HSPCs in vitro and in vivo. A) LSK cells were sorted from WT or *Hemgn* ^−/−^ mice and treated with IFN‐*γ* (100 ng mL^−1^) for the indicated time. The tyrosine phosphorylation (p‐Stat1(Y701)) and serine phosphorylation (p‐Stat1(S727) B) of Stat1 were detected. C) *Hemgn* knockdown‐K562 cells or control K562 cells were treated with IFN‐*γ* treatment (100 ng mL^−1^) for the indicated time and the tyrosine phosphorylation of Stat1 was detected. D) GAS‐reporter vector activity in *Hemgn* knockdown‐K562 cells with IFN‐*γ*treatment (100 ng mL^−1^) for 24 h. Data are representative of three independent experiments. Error bars indicate SD. E) GAS‐reporter vector activity in RAW264.7 cells transfected with the indicated doses of *Hemgn* expression vector with or without IFN‐*γ* treatment (100 ng mL^−1^). Data are representative of three independent experiments. Error bars indicate SD. F) Sorted LSK cells from WT or *Hemgn* ^−/−^ mice BM were treated with IFN‐*γ* (100 ng mL^−1^) for 24 h and expression levels of the indicated genes were investigated by quantitative RT‐PCR. *n* = 3 mice per group. Each mouse was performed in triplicate. Error bars indicate SEM. G) Quantification of tyrosine‐phosphorylated Stat1 at residue Y701 in donor WT (*n* = 4 mice) or *Hemgn* ^−/−^ (*n* = 3 mice) LSK cells 12 h after BMT. H) WT or *Hemgn* ^−/−^ mice were intraperitoneally (i.p) administered with 10 µg IFN‐*γ* for 24 h. I) The percentage of proliferating HSPCs (BrdU^+^) and absolute number of HSPCs were analyzed (*n* = 3 or 4 mice per group). Error bars indicate SD. The left panel of (H) showed representative flow cytometric plots. J) CFU assay of BM was performed. Each mouse was performed in triplicate. Error bars indicate SEM. K) WT or *Hemgn* ^−/‐^ mice were i.p injected with 5 × 10^6^ CFU *Listeria monocytogenes* (LM) for 24 h and then the percentage of proliferating HSPCs and absolute number of HSPCs (L) were analyzed (*n* = 3 or 4 mice per group). Error bars indicate SD. For all graphs, *p < 0.05, **p < 0.01, ***p < 0.001.

We further examined the response of *Hemgn* ^−/−^ HSPCs to IFN‐*γ* in vivo. In line with previous report,^[^ ^23^ ^]^ a single injection of IFN‐*γ* caused a dramatic increase in the percentage of proliferating HSPCs (Figure 5H) and absolute number of HSPCs (Figure 5I) in WT BM, whereas the changes were significantly augmented in *Hemgn* ^−/‐^ mice. BM cells from IFN‐*γ*‐treated *Hemgn* ^−/−^ mice formed less hematopoietic colonies than those from IFN‐*γ*‐treated WT mice (Figure 5J). A similar alternation of HSPCs was also observed in a mouse model of *Listeria monocytogenes* acute infection (Figure 5K,L; Figure S10, Supporting information), since IFN‐*γ* is necessary to influence the behavior of HSPCs in this model.^[^ ^24^ ^]^

Previous studies suggest that the sustained IFN‐*γ* signaling promotes HSCs depletion in mice,^[^ ^25^, ^26^ ^]^ we postulated that chronically dysregulated IFN‐*γ* signaling in *Hemgn* ^−/−^ mice might lead to diminished self‐renewal and, ultimately, depletion of the HSCs compartment. We examined the BM of young (2‐month‐old) and aged WT and *Hemg*n^−/−^ mice (28‐month‐old). BM mononuclear cells (MNCs) in aged *Hemgn* ^−/−^ mice was comparable to those in aged WT mice (**Figure** **6**A), but the number of phenotypic HSCs in aged *Hemgn* ^−/−^ mice was lower compared with those of age‐matched WT controls (Figure 6B,C; Figure S11, Supporting information). Aged *Hemgn* ^−/−^ BM cells gave rise to about 40% fewer colonies than WT controls (Figure 6D). Moreover, a significant increase in accumulated DNA damage in aged HSCs was noted in *Hemgn* ^−/−^ mice (Figure 6E). Accordingly, the ROS levels in aged *Hemgn* ^−/−^ HSCs were higher than those of age‐matched WT controls (Figure 6F). Consistently, the tyrosine‐phosphorylated Stat1 (p‐Stat1(Y701)) was significantly sustained in aged *Hemgn* ^−/−^ HSPCs with IFN‐*γ* treatment (Figure 6G). In line with the increased HSCs aging, 28‐month‐old *Hemgn* ^−/‐^ mice showed a significant elevation in neutrophils frequency and decrease in lymphocytes frequency in PB (Figure 6H) as well as an increase of CD11b^+^ cells frequency in BM (Figure 6I) compared with the age‐matched WT controls. No death was observed in *Hemgn* ^−/‐^ mice over time. These findings suggest that *Hemgn* deficiency can lead to depletion of the HSCs compartment and increased HSCs aging over time.

**Figure 6:**
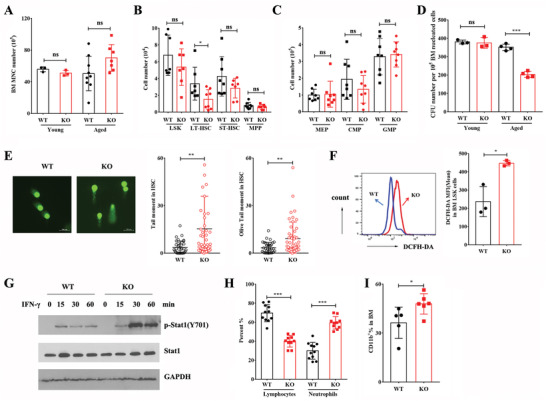
*Hemgn* deficiency leads to depletion of the HSCs compartment over time. A) Total numbers of the BM mononuclear cells and B) HSPCs and C) committed progenitors in the BM of 2‐month‐old (young) (*n* = 3 mice per group) and 28‐month‐old mice (*n* = 7 mice per group). Error bars indicate SD. D) CFU assays of 2‐month‐old (young) (*n* = 3 mice per group) and 28‐month‐old mice BM cells (*n* = 4 mice per group). Each mouse was performed in triplicate. Error bars indicate SEM. E) DNA damage analysis of LT‐HSCs in 28‐month‐old mice BM by comet assay (*n* = 3 mice per group). Error bars indicate SD. F) ROS levels of LT‐HSCs in 28‐month‐old mice BM (*n* = 3 mice per group). Error bars indicate SD. G) LSK cells were isolated from 28‐month‐old mice BM and treated with IFN‐*γ* (100 ng mL^−1^) for the indicated time. The tyrosine phosphorylation of Stat1 was detected. H) Frequencies of neutrophils and lymphocytes in PB of 28‐month‐old mice (*n* = 11 mice in WT group and 10 mice in *Hemgn* ^−/−^ mice group). Data are the pool of two independent experiments with a total of five mice per group. Error bars indicate SD. I) Frequencies of CD11b^+^ cells in BM of 28‐month‐old mice (*n* = 5 mice in WT mice group and *n* = 6 mice in *Hemgn* ^−/−^ mice group). Error bars indicate SD. For all graphs, *p < 0.05, **p < 0.01, ***p < 0.001.

### 2.5 Engraftment Defect of *Hemgn* ^−/−^ HSPCs Is Rescued by Blocking IFN‐*γ* Signaling Pathway

Based on the results obtained above, we asked if the abnormal activation of IFN‐*γ* signaling might be the major cause of engraftment defect of *Hemgn* ^−/−^ HSPCs. We blocked IFN‐*γ* signaling by injection with anti‐IFN‐*γ* monoclonal antibody to neutralized serum IFN‐*γ* and the results showed that IFN‐*γ* neutralization fully rescued the engraftment defect of *Hemgn* ^−/‐^ HSPCs, but injection of IgG failed to improve the engraftment of *Hemgn* ^−/−^ BM cells (**Figure** **7**A). Lineage distribution analysis indicated that the trilineage differentiation of BM cells from anti‐IFN‐*γ* antibody‐treated *Hemgn* ^−/‐^ recipients was normal (Figure 7B). To further confirm the role of IFN‐*γ* signaling, we generated *Hemgn* ^−/−^‐GFP transgenic mice and transplanted *Hemgn* ^−/−^‐GFP BM to IFN‐*γ* gene knockout mice (IFN‐*γ* ^−/−^) with competitor cells. The results showed that *Hemgn* ^−/−^ HSPCs successfully engrafted and reconstituted the hematopoiesis in IFN‐*γ* ^−/−^ mice (Figure 7C), and the engraftment was similar to that in WT donor‐transplanted mice.

**Figure 7:**
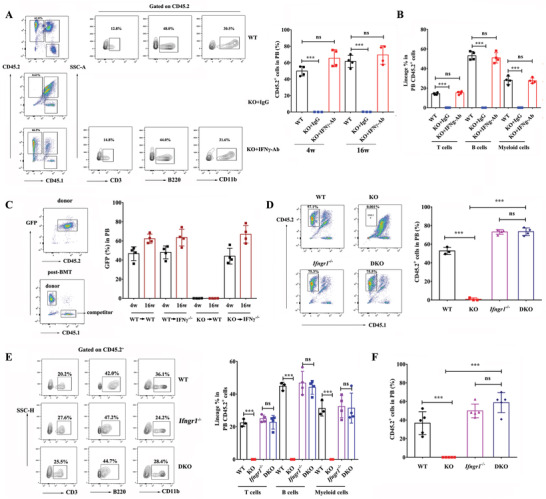
Engraftment defect of *Hemgn* ^−/−^ HSPCs is rescued by blocking IFN‐*γ* signaling pathway. A) WT or *Hemgn* ^−/−^ BM cells (2 × 10^6^) with competitor cells (1 × 10^6^) were transplanted into CD45.1 recipients followed by treatment with anti‐IFN‐*γ* monoclonal antibody and the donor chimerism in PB was analyzed at the indicated time points (*n* = 4 mice per group). The left panel showed representative flow cytometric plots of recipients at 16 weeks after transplantation. B) The trilineage differentiation in PB was analyzed at the indicated time after transplantation. C) *Hemgn* ^−/−^‐GFP or GFP transgenic mice BM cells were transplanted into IFN‐*γ* ^−/−^ mice and the donor chimerism in PB was analyzed at 16 weeks after transplantation. The left panel showed representative flow cytometric plots of donor cells and recipient mice transplanted with donor cells (*n* = 4 mice per group). D) BM cells from WT (*n* = 3 mice), *Hemgn* ^−/−^(KO) (*n* = 3 mice), *Ifngr*1^−/−^ (*n* = 4 mice), or *Hemgn* ^−/−^ *Ifngr*1^−/−^(DKO) (*n* = 4 mice) (2 × 10^6^) were transplanted into irradiated recipients (CD45.1) in the presence of competitor cells (1 × 10^6^). E) The donor chimerism and trilineage differentiation in PB were analyzed at 16 weeks after transplantation. The left panel showed representative flow cytometric plots of trilineage differentiation. F) Noncompetitive BMT assay of BM cells from the indicated mice models at 4 weeks post‐BMT (*n* = 5 mice per group). For all graphs, data are presented as mean ± SD. ***p < 0.001.

IFN‐*γ* uses a heterodimeric receptor consisting of IFNGR1 and IFNGR2 chains. We generated double mutant mice lacking both *Hemgn* and the *Ifngr1* (DKO) and performed competitive BMT experiments. Chimerism analysis in PB at 16 weeks post‐BMT indicated that DKO donor cells successfully reconstituted the hematopoiesis (Figure 7D). Lineage distribution analysis showed intact differentiation of trilineage from DKO PB (Figure 7E), BM (Figure S12, Supporting Information), and SP (Figure S13, Supporting Information). The similar result was obtained in noncompetitive BMT assay (Figure 7F). These data suggest that the engraftment defect of *Hemgn* ^−/−^ HSPCs might be due to dysregulated IFN‐*γ* signaling in *Hemgn* ^−/−^ HSPCs.

### 2.6 *Hemgn* Regulates IFN‐*γ* Signaling Pathway through Modulating T‐Cell Protein Tyrosine Phosphatase TC45 Activity

IFN‐*γ* triggers JAK‐STAT signaling pathway through binds to its receptors,^[^ ^27^ ^]^ leading to phosphorylation of JAK1, followed by tyrosine phosphorylation of Stat1. Our result showed that *Hemgn* deficiency had no effect on IFN‐*γ* receptors expression (Figure S14, Supporting information) and IFN‐*γ* induced JAK1 phosphorylation in HSPCs (**Figure** **8**A), indicating that *Hemgn* does not affect the upstream events of IFN‐*γ* pathway. Given that HEMGN is mainly located in nucleus, and *Hemgn* deficiency prolonged Stat1 tyrosine phosphorylation in IFN‐*γ*‐treated HSPCs, we hypothesized that the molecular target of *Hemgn* is closely linked to modulate Stat1 phosphorylation level in nucleus. Indeed, we demonstrated that the p‐Stat1(Y701) was sustained at higher levels from 30 min to 1 h after IFN‐*γ* treatment in the nuclear fraction of *Hemgn* ^−/−^ HSPCs compared with that in IFN‐*γ* treated WT HSPCs, although no obvious difference was observed at 15 min (Figure 8B). In contrast, the levels of p‐Stat1(Y701) in cytoplasmic fraction of HSPCs was not affected by *Hemgn* deficiency (Figure 8B).

**Figure 8:**
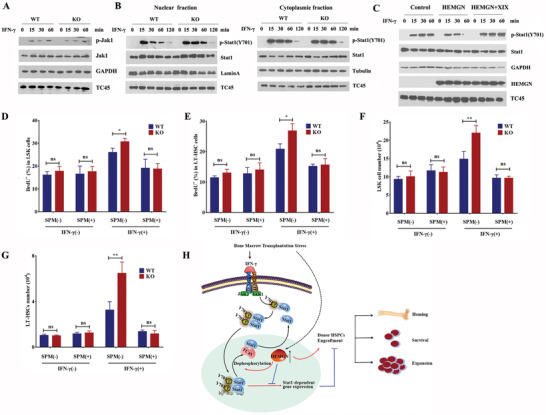
*Hemgn* regulates IFN‐*γ* signaling pathway through modulating TC45 activity. A) LSK cells were sorted from WT or *Hemgn* ^−/−^ mice BM and treated with IFN‐*γ* (100 ng mL^−1^) for the indicated time. Total cell lysates were prepared and the phosphorylation of Jak1 was detected. B) Nuclear and cytoplasmic extracts were isolated from LSK cells treated with IFN‐*γ* (100 ng mL^−1^) for the indicated time and the tyrosine phosphorylation of Stat1 was detected. C) HepG2 cells were transiently transfected with HEMGN for 36 h and pretreated with PTP inhibitor XIX (2 µm) for 2 h. Then the cells were treated with IFN‐*γ* (50 ng mL^−1^) for the indicated time and the tyrosine phosphorylation of Stat1 and TC45 expression were detected. D,E) WT and *Hemgn* ^−/−^ mice were treated with spermidine (SPM) for 3 days followed by i.p injection with 10 µg IFN‐*γ* for 24 h. F,G) The proliferating HSPCs and absolute number of HSPCs were analyzed (*n* = 3 or 4 mice per group). For all graphs, data are presented as mean ± SD. *p < 0.05, **p < 0.01. H) Model depicting the critical role of *Hemgn* in donor HSPCs engraftment during BMT. *Hemgn* is induced by irradiation or BMT stress which in turn regulates the key aspects of the transplanted HSPCs through promoting TC45‐medicated Stat1 dephosphorylation, which deactivates IFN‐*γ* signaling, resulting in protection of HSPCs from transplantation stress.

Previous studies demonstrate that dephosphorylation of Stat1 in nucleus is a key mechanism for inactivation of Stat1 activity.^[^ ^28^ ^]^ TC45 is the major nuclear Stat1 protein tyrosine phosphatase (PTPase),^[^ ^29^ ^]^ we therefore speculated that HEMGN may be linked to modulate TC45‐medicated Stat1 dephosphorylation. We found that overexpression of HEMGN led to an diminished p‐Stat1(Y701) levels in HepG2 cells treated with IFN‐*γ*, however, this effect was rescued by administration of PTPase inhibitor XIX, a selective inhibitor of TC45,^[^ ^30^ ^]^ suggesting that HEMGN might regulate Stat1 dephosphorylation through TC45 (Figure 8C). Notably, the levels of TC45 expression were not affected by *Hemgn* deficiency or overexpression (Figure 8A,C).

Furthermore, spermidine (SPM), a selective agonist of TC45,^[^ ^31^ ^]^ was employed to investigate the effect of *Hemgn* on IFN‐*γ* sensitivity of HSPCs in vivo. Administration of spermidine did not affect the behavior of HSPCs in both genotype mice in the absence of IFN‐*γ* (Figure 8D–G). Upon IFN‐*γ* treatment, spermidine administration significantly rescued the exacerbated response to IFN‐*γ* in *Hemgn* ^−/−^ HSPCs (Figure 8D–G). These results indicate that *Hemgn* deletion accelerates HSPCs response to IFN‐*γ* in *Hemgn* ^−/−^ mice via suppressing TC45 activity.

## 3 Discussion

Although *Hemgn* has been reported to be an important regulator for hematopoietic cells, the role of endogenous *Hemgn* in HSPCs has not been investigated yet. In this study, we used genetic tools to identify a novel role for *Hemgn* as a critical regulator of HSPCs function in response to transplantation stress. Our data show that *Hemgn* is markedly induced in HSPCs during BMT to regulate key aspects of the transplanted HSPCs through promoting TC45‐medicated Stat1 dephosphorylation, which deactivates IFN‐*γ* signaling and protects HSPCs from transplantation stress (Figure 8H). Our findings provide novel insight into how HSPCs combat transplantation stress to successfully replenish a damaged hematopoietic system. Although previous studies report that IFN‐*γ* signaling is essential for embryonic hematopoietic stem and progenitor cell production,^[^ ^32^, ^33^ ^]^ *Hemgn* loss had limited effects on steady hematopoiesis in young mice. Given that phenotypic long‐term repopulating HSCs are reportedly present at normal frequencies in the adult BM of IFN‐*γ*‐deficient mice,^[^ ^23^ ^]^ we suppose that there might be a threshold level of IFN‐*γ* stimulation above which *Hemgn* is functionally important. Indeed, we found that old *Hemgn* ^−/−^ mice displayed decreased HSCs number and increased ROS level and DNA damage in HSCs, suggesting that chronically dysregulated IFN‐*γ* signaling in *Hemgn* ^−/−^ mice might lead depletion of the HSCs compartment and increased HSCs aging.

We found that the most transplanted *Hemgn* ^−/−^ HSPCs did not effectively home to the BM cavity post‐transplant. Transplantation of *Hemgn* ^−/−^ HSPCs by intrafemoral injection significantly improved the engraftment, suggesting that impairment of homing activity is a key event in the BMT defect caused by *Hemgn* deficiency. Additionally, *Hemgn* ^−/−^ HSPCs exhibited impaired expansion and increased apoptosis in recipients after BMT. Transcriptome profiling analysis revealed that *Hemgn* disruption decreased the expression of a set of genes associated with HSPCs homing, cell cycle and proliferation, and survival such as RAC1, CKS1B, CDKN1A, Lkb1, and BIRC5,^[^ ^34^, ^35^, ^36^, ^37^, ^38^ ^]^ indicating that multiple genes and mechanisms are involved in the function defect of *Hemgn* ^−/−^ HSPCs. 

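All 5 genes were lower in Hemgn−/− than in WT donor HSPCs at 6 h post-BMT, and the groups did not overlap for any of them, which chance gives for 10% of genes not chosen on these samples. Birc5 fell from 25.7 ± 1.50 FPKM in WT to 13.6 ± 2.71 FPKM in Hemgn−/− HSPCs (SD, n = 3 each), a log2 fold change of −0.89 (standard error 0.13, adjusted p = 0.0066 from limma with Benjamini-Hochberg adjustment). For the other 4 genes the adjusted p from limma over all genes tested was above 0.05. Cdkn1a was at 70.3 ± 10.6 FPKM in WT and 50.2 ± 5.63 FPKM in Hemgn−/− HSPCs (log2 fold change −0.47, adjusted p = 0.0648), and its adjusted p ranged from 0.0227, without WT replicate 2, to 0.175 over the alternatives, with 0.0363 after median-ratio scaling. Cks1b was at 8.00 ± 1.24 and 5.61 ± 0.873 FPKM (log2 fold change −0.44, adjusted p = 0.117). Rac1 was at 33.5 ± 14.5 FPKM in WT and 18.5 ± 3.12 FPKM in Hemgn−/− HSPCs (log2 fold change −0.76, adjusted p = 0.127). Its WT values were 23.2, 50.1 and 27.2 FPKM, and without WT replicate 2 the log2 fold change was −0.44, under 1.5-fold. Without Hemgn−/− replicate 3 its unadjusted p was 0.0588. Stk11, the gene of Lkb1, was at 9.63 ± 3.21 and 6.49 ± 0.529 FPKM (log2 fold change −0.47, adjusted p = 0.203), and its log2 fold change was −0.23 without WT replicate 2. At the paper's thresholds, Rac1 and Birc5 passed and the other 3 genes stayed under 1.5-fold on the log2(FPKM + 1) scale. When adjusted over the list alone, all 5 genes passed 0.05, which is not independent evidence because the genes were named from these samples. Table S1, whose test the paper does not name, gives these genes other adjusted p-values. Those were under 0.05 for Birc5 (4.3e-10), Cdkn1a (2.5e-04) and Stk11 (0.0252), and above it for Rac1 (0.133) and Cks1b (0.212).

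**Figure D2:**
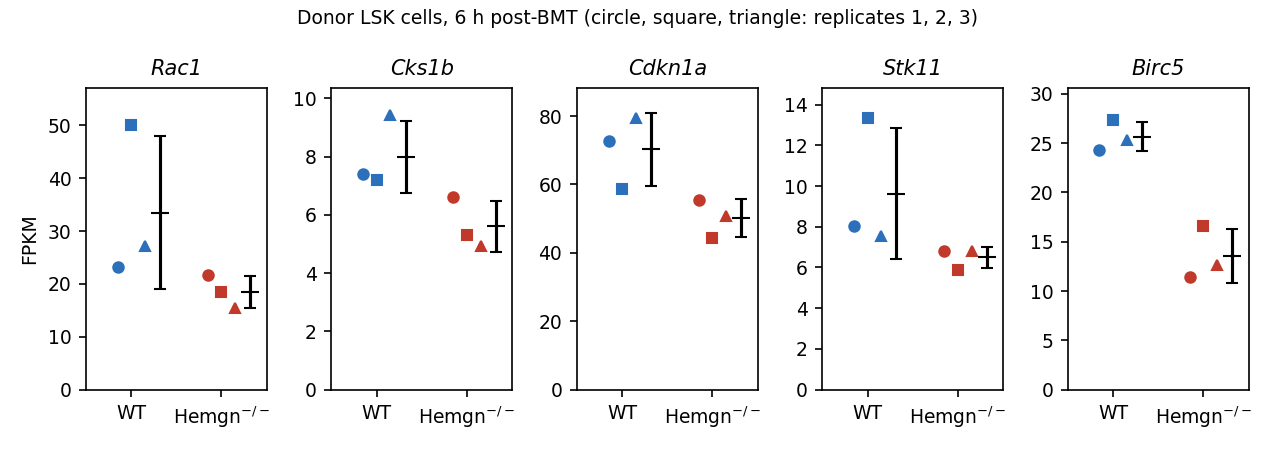
FPKM of Rac1, Cks1b, Cdkn1a, Stk11 and Birc5 in donor LSK cells, with 1 marker per library and the mean ± SD of 3 libraries in black. WT replicate 2 lies at 50.1 FPKM for Rac1, above the other WT libraries at 23.2 and 27.2 FPKM, while the 3 Hemgn−/− libraries lie below every WT library for each gene.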

*Hemgn* is induced by irradiation and transplantation stress indicating a regulatory feedback mechanism. Transplanted *Hemgn* ^−/−^ HSPCS in non‐irradiated recipients display normal homing activity and survival, suggesting that the loss of engraftment ability in *Hemgn* ^−/−^ HSPCs is related to irradiation‐induced microenvironments alteration.

*Hemgn* ^−/−^ HSPCs displayed hypersensitivity to IFN‐*γ* treatment in vitro and in vivo, indicating that *Hemgn* is a negative regulator of IFN‐*γ* signaling in HSPCs. IFN‐*γ* has been demonstrated pleiotropic influences on HSPCs proliferation, quiescence, reconstitution, mobilization and differentiation.^[^ ^23^, ^25^, ^39^, ^40^, ^41^, ^42^, ^43^ ^]^ IFN‐*γ*‐deficient HSCs are more quiescent and perform better in transplantation assays, conversely, transplantation of IFN‐*γ*‐treated HSC into lethally irradiated mice result in reduced short‐term engraftment and long‐term reconstituting activity.^[^ ^23^, ^41^ ^]^ IFN‐*γ* and Stat1 arrest hematopoietic cells migration through modulating RAC/CDC42 pathways.^[^ ^44^ ^]^ Increased serum levels of IFN‐*γ* and CXCL9 represent potential biomarkers useful for early diagnosis of graft failure in patients.^[^ ^45^ ^]^ HSCT for patients with gain‐of‐function mutation of Stat1 has significant risk of secondary graft failure and death.^[^ ^46^ ^]^ These studies clearly show that tight control of IFN‐*γ* signaling is critical for the maintenance of HSCs function and suppression IFN‐*γ* signaling may improve engraftment of HSPCs during BMT. We demonstrated that blocking IFN‐*γ* signaling pathway by genetic or antibody inhibition almost completely rescued the engraftment defect of *Hemgn* ^−/−^ HSPCs in mice, supporting that negative regulation of IFN‐*γ* signaling is contributed to protection of HSPCs from transplantation stress by *Hemgn*. Our findings is consistent with previous findings that loss of feedback inhibition of IFN‐*γ* signaling by immunity‐related p47 GTPase (Irgm1) or adenosine deaminase acting on RNA‐1 (ADAR1) deficiency results in severe function defect of HSPCs.^[^ ^26^, ^47^ ^]^

The dephosphorylation of Stat1 by TC45 is a key event in Stat1‐induced transcriptional inactivation and termination.^[^ ^29^ ^]^ The evidences presented here suggest that the negative regulation of IFN‐*γ* signaling by *Hemgn* is associated with this process. *Hemgn* does not affect the upstream events of IFN‐*γ* pathway but prolonged nuclear Stat1 tyrosine phosphorylation. Inactivation of TC45 by pharmaceutical inhibitor effectively reversed the inhibition effect of HEMGN on IFN‐*γ*‐induced p‐Stat1(Y701) in HepG2 cells. Furthermore, spermidine (a selective agonist of TC45) treatment rescued the exacerbated response of *Hemgn* ^−/−^ HSPCs to IFN‐*γ* in mice. These results suggest that *Hemgn* deletion accelerates HSPCs response to IFN‐*γ* via suppressing TC45 activity. Given that *Hemgn* deficiency does not alter TC45 expression and HEMGN can interact with a variety of nuclear proteins,^[^ ^14^, ^15^, ^48^ ^]^ the investigation of interactions between HEMGN and Stat1/TC45 may help to explain the exact mechanism by which HEMGN regulates TC45‐medicated Stat1 dephosphorylation.

Although present studies focused on the murine *Hemgn*, several evidences point out a potential role of *Hemgn* in humans as well. First, *Hemgn* is induced in human cells after irradiation or hypoxia exposure.^[^ ^18^, ^19^ ^]^ Second, *Hemgn* is involved in regulation of IFN‐*γ* response in human hematopoietic cells K562, as evidenced by that overexpression of *Hemgn* suppressed IFN‐*γ*‐induced GAS‐luciferase activity and knockdown of *Hemgn* enhanced IFN‐*γ*‐triggered transactivation activity. Third, microarray analysis reveal that knockdown of *Hemgn* in human CD34^+^ cells increases the expression of IFN‐*γ*‐inducible genes.^[^ ^17^ ^]^ Fourth, in a global transcriptome analysis of CD34^+^ cells from severe aplastic anemia patients, which the function of HSPCs is impaired by intrinsic IFN‐*γ* inhibition, revealed significant down‐regulation of *Hemgn*.^[^ ^49^ ^]^ Most importantly, our previous studies show that overexpression of HEMGN enhances the proliferative potential of human cord blood CD34^+^ cells, increases survival, prevents cell apoptosis and promotes their repopulating capacity.^[^ ^17^ ^]^ Future studies will be necessary to determine whether *Hemgn* may be considered as therapeutic targets for patients with IFN‐*γ*‐mediated BM failure or those with extensive IFN‐*γ* exposure such as during BMT stress and chronic infections.

In summary, our results provide new insights into the mechanisms employed by HSPCs to withstand the BMT stress and may be used to improve conditioning regimens and engraftment during BMT.

## 4 Experimental Section

### Mice

*Hemgn*‐deficient (*Hemgn* ^−/−^) mice were successfully constructed using Zinc Finger Nuclease technology (ZFNs) in a C57BL/6 (CD45.2) background. Interferon‐gamma receptor 1‐deficient *(Ifngr1* ^−/−^) mice in C57BL/6 (CD45.2) background were purchased from Jackson Laboratory (Bar Harbor, ME). *Hemgn* ^−/−^ and *Ifngr1* ^−/−^ strains were intercrossed to produce mice that were homozygous for disruptions at the *Hemgn* and *Ifngr1* loci (*Hemgn* ^−/‐^ *Ifngr1* ^−/−^, DKO). *Hemgn* ^−/−^ and GFP transgenic mice (C57BL/6‐TgN(act‐EGFP)OsbC14‐Y01‐FM131) were similarly intercrossed to produce mice that were homozygous for *Hemgn* mutation that expressed the GFP (*Hemgn* ^−/−^‐GFP). In all experiments, male and female mice between 8 and 10 weeks of age were used in the studies. Genetically modified mice were systematically compared to their sex‐, age‐, and weight‐matched wild type (WT) littermates. All mice were housed in individually ventilated cages under specific pathogen‐free conditions at the animal facility of the authors’ institute with a 12 h light‐dark cycle and allowed free access to food and water. All animal experiments were reviewed and approved by the Animal Ethics Committee of the Beijing Institute of Lifeomics.

### Bone Marrow Transplantation Experiments

For competitive transplantation, donor cells were mixed with 1 × 10^6^ freshly isolated competitor BM cells (CD45.1^+^CD45.2^+^) and then transplanted into recipients previously irradiated with a split dose of 9Gy (4.5Gy+4.5Gy) through tail vein injection. For non‐competitive transplantation, donor cells were injected into recipients without competitor cells. Engraftment was measured at the time points indicated and analyzed for PB chimerism and multilineage engraftment. For intrafemoral transplantation, recipients were anesthetized with 1% pelltobarbitalum natricum (Sinopharm Chemical Reagent Co., Ltd.), and the joint between the femur and tibia in one leg was surgically exposed. Donor cells mixed with 2 × 10^5^ freshly isolated competitor cells were injected into the femur medullary cavity near the medial epicondyle. The insertion hole was immediately sealed with bone wax, and the skin was closed by wound clips.

### Flow Cytometry

Antibodies used for flow cytometry analysis or cell sorting were listed in Supporting Information Table S2, Supporting Information. LSRFortessa (BD) were used for flow cytometric analysis and FACSAria III (BD) for cell sorting. HSPCs were identified as viable LSK (Lin^−^Sca‐1^+^c‐Kit^+^) as previously described.^[^ ^50^ ^]^ Before staining, red blood cells were eliminated by RBC Lysis Buffer (Biolegend). For HSPCs sorting, Lin^−^ cells were enriched using EasySep Mouse Hematopoietic Progenitor Cell Enrichment Kit (Cat.19756, STEMCELL Technologies). Then the enriched Lin^−^ cells were stained with relative surface markers and sorted for further in vivo and in vitro investigations.

### Homing Assay

Homing assay was performed as previous described^[^ ^51^ ^]^ with some modifications. Briefly, BM cells prepared from *Hemgn* ^−/−^ or WT control mice were mixed with competitor BM cells (CD45.1^+^CD45.2^+^), and then were injected into lethally irradiated recipient mice. Eighteen hours after injection, the ratio of Lin^−^Sca‐1^+^ (LS) cells in injected test versus competitor BM cells (percentage of CD45.2^+^ LS cells to percentage of CD45.1^+^CD45.2^+^ LS cells) was analyzed in BM cells. In addition, homing assays were also performed with Cell Proliferation Dyes (CPD)‐labeled donor cells. CPD staining was performed according to the manufactures’ instructions. Single cell suspensions of bone marrow cells to be injected were washed once resuspended in PBS (1.0–2.0 × 10^7^ cells mL^−1^). To this suspension, the same volume of a 10 µm solution of Cell Proliferation Dye eFluor 670(CPD,65‐0840, eBioscience,) was added to give a final concentration of 5 µm CPD. 10 µm CPD solution was prepared by dilute 5 mm stock solution (dissolved in anhydrous DMSO) in PBS (pre‐warmed to room temperature). The cells were then incubated at 37 °C in the dark for 10 min. Further labeling of the CPD was stopped by addition of 5 volumes of cold complete media (containing 20% serum in DMEM media) and incubate on ice for 5 min. The suspension was washed three times with complete media and finally resuspended in PBS. The CPD‐labelled cells and other BM cells were counted respectively by FACS using 123 count beads (1234‐42, eBioscience). These cells were mixed in proportion to get the final concentration of 5 × 10^7^ cells mL^−1^ and injected intravenously with the volume of 200 uL.

### RNA‐Seq and Analysis

LSK cells from primary recipient mice BM (three biological replicates) at 6 h post‐BMT were sorted using BD FACSAria III. Total RNA was isolated using the QIAGEN RNeasy Micro Kit (QIAGEN). Smart‐Seq2 method was used to produce cDNA. The cDNA production was checked by Qubit 3.0 Flurometer and Agilent 2100 Bioanalyzer to ensure the expected production with length around 1–2 kbp. Then the cDNA was sheared randomly by ultrasonic waves for Illumina library preparation protocol including DNA fragmentation, end repair, 3′ ends A‐tailing, adapter ligation, PCR amplification, and library validation. After library preparation, PerkinElmer LabChip GX Touch and Step OnePlus Real‐Time PCR System were introduced for library quality inspection. Qualified libraries were then loaded on Illumina Hiseq platform for PE150 sequencing at the ANNOROAD GENOME Co., Ltd. (Beijing, CN) following the vendor's recommended protocol. Only transcripts with FKPM greater than 1 at least one samples were selected for differential testing. Transcripts with *p* < 0.05 and fold change ±1.5 were considered differentially expressed. The enrichment analysis of pathways was performed using reactome pathway database (https://reactome.org). GSEA analysis with GSE81559 (IFN‐*γ*‐dependent genes in HSPCs) was carried out using GSEA 4.0.0 and MsigDB 7.0.^[^ ^52^ ^]^ The accession number for the RNA‐seq data reported in this paper is GEO: GSE146949.

### IFN‐*γ* and IFN‐*γ* Antibody Treatment

For IFN‐*γ* treatment, 10 µg/mouse recombinant murine IFN‐*γ* (Cat.315‐05, PeproTech, RockHill, NJ), was injected intraperitoneally into *Hemgn* ^−/−^ and WT mice. For IFN‐*γ* neutralizing antibody treatment, mice were injected intraperitoneally with 200 µg of IFN‐*γ* neutralizing antibody (Cat.505847, Biolegend) or control antibody (Cat.400432, Biolegend) in 100 µL PBS twice per week for 3 weeks after BMT.

### Western Blotting

To obtain whole‐cell extracts, cells were washed with PBS and incubated for 20 min in cold lysis buffer containing freshly added protease inhibitors (Beyotime). Protein concentrations were determined using BCA protein assay (Beyotime). Total protein (10 mg) was separated by SDS–PAGE and transferred to polyvinylidene difluoride membranes (Millipore). Membranes were probed with specific primary antibodies, antibody–protein complex detected by horseradish peroxidase‐conjugated secondary antibodies and enhanced chemiluminescence (ECL) exposed (Pierce).

### Spermidine Treatment

For spermidine (Cat.S3569, Selleckchem) treatment experiments, mice were received intraperitoneal administration of spermidine dissolved in PBS (10 mg kg^−1^, twice daily, for 3 days) prior to IFN‐*γ* treatment.

### Measurement of ROS

Indicated cells were incubated with 1 mm 5‐(and‐6)‐carboxy‐29,7 9 ‐Dichloro fluorescein diacetate (DCFH‐DA, S0033; Beyotime) for 30 min at 37 °C in the dark. Then, cells were stained for other markers when needed and assayed with a flow cytometer.

### Statistical Analysis

Unless otherwise indicated, data in all figures are expressed as the mean ± SD. Statistical details relevant to each experiment including *n* and number of times each experiment was repeated are listed in the figure legends. For comparisons between 2 groups, 2‐tailed Student's‐*t* tests were performed. For multiple group (more than 2 groups) comparisons, One‐way ANOVA tests were performed. In the mouse survival experiments, survival rates were plotted in Kaplan–Meyer survival curves and analyzed with the log‐rank non‐parametric test. Statistical significance is indicated in figures as follows: *p < 0.05; **p < 0.01; ***p < 0.001. Data values were analyzed and graphed using GraphPad Prism software version 7.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

K.Z., J.‐F.L., X.‐M.D., and R.‐H.Y.: Designed research, performed research, and analyzed data. Y.‐X.Z., H.‐Y.G., F.‐J.X., R.G., Q.W., Y.‐Q.Z., M.Y., H.C., H.‐M.N., and C.‐B.Z.: Performed research. X.L.: Analyzed data. X.‐M.Y.: Designed research, analyzed data, and wrote the paper. C.‐Y.L.: Designed research, performed research, analyzed data, and wrote the paper.

## Supporting information

Supporting Information Click here for additional data file.

Supplemental Table 1 Click here for additional data file.

Supplemental Table 2 Click here for additional data file.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Hemgn Protects Hematopoietic Stem and Progenitor Cells Against Transplantation Stress Through Negatively Regulating IFN‐γ Signaling
**Source:** Adv Sci (Weinh). 2021 Dec 19;9(5):2103838. doi: 10.1002/advs.202103838
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI: 10.1002/advs.202103838

*Hemgn* protects hematopoietic stem and progenitor cells against transplantation stress through negatively regulating IFN- $\gamma$  signaling

*Ke Zhao, Jin-Fang Liu, Ya-Xin, Zhu, Xiao-Ming Dong, Rong-Hua Yin, Xian Liu, Hui-Ying Gao, Feng-Jun Xiao, Rui Gao, Qi Wang, Yi-Qun Zhan, Miao Yu, Hui Chen, Hong-Mei Ning, Cai-Bo Zhang, Xiao-Ming Yang,\* and Chang-Yan Li\**

## **Supporting information**

### ***Hemgn* protects hematopoietic stem and progenitor cells against transplantation stress through negatively regulating IFN- $\gamma$ signaling**

Ke Zhao, Jin-Fang Liu, Ya-Xin, Zhu, Xiao-Ming Dong, Rong-Hua Yin, Xian Liu, Hui-Ying Gao, Feng-Jun Xiao, Rui Gao, Qi Wang, Yi-Qun Zhan, Miao Yu, Hui Chen, Hong-Mei Ning, Cai-Bo Zhang, Xiao-Ming Yang, Chang-Yan Li

This file contains supplementary materials and methods, and 14 supplementary figures.

## **Supplementary Materials and Methods**

### **Cell isolation**

BM cells were flushed from intact femurs and tibia, and spleens were mashed with 2mL disposable syringe plunger to generate single cell suspension. Collection of the cells was performed in HDMEM media with 5% FBS or PBS with 0.5% BSA, and filtered through a 70- $\mu$ m strainer. Unless otherwise stated, all cell numbers in this study were standardized as total counts per mouse or per spleen.

### **Colony forming unit assay**

20,000 bone marrow nucleated cells were cultured in triplicated in Methocult M3434 (Stem Cell Technologies), and colonies were scored by microscopy.

### **Serial replating**

30000 BM nucleated cells from WT and *Hemgn*<sup>-/-</sup> mice were plated in Methocult medium for one week. After that time, colonies were counted, harvested and 30,000 cells were replated every passage.

### **Cell cycle analysis**

For *in vivo* cell-cycle analysis with BrdU, the FITC BrdU Flow kit (BD Pharmingen) was used according to the manufacturer's protocol, and analyzed by flow cytometry. For *in vivo* labeling with BrdU, mice were intravenously injected with BrdU (100 mg/kg) twice at 12h and 3h before euthanization. For Ki67 staining, cells were fixed using BD Cyto/Cytoperm<sup>TM</sup> Fixation/Permeabilization Solution Kit (BD Pharmingen) and staining with Ki67 antibody.

### **Comet assay**

The alkaline comet assay was performed to evaluate the degree of DNA damage using OxiSelect™ Comet Assay Kit (CELL BIOLABS) according to the manufacturer's instructions. Briefly, cells were mixed with Comet Agarose at 1:10 ratio (v/v), titrate to mix, and immediately pipette 75µL/well onto the OxiSelect™ Comet Slide. The prepared samples were lysed for 40min at 4°C in the dark and rinsed 3 times in cold 70% Ethanol. The samples were then subjected to electrophoresis, stained with Vista Green DNA Dye and observed and photographed using a confocal fluorescence microscope. Olive tail moment and tai moment were quantitated.

### **Quantitative reverse transcriptase-polymerase chain reaction**

Total RNA was isolated with Trizol reagent (Invitrogen) according to the manufacturer's recommendation. First-strand cDNA was synthesized from 1 ug of total RNA in a 10 µL reaction with oligo dT primer using the Transcriptor High Fidelity cDNA Synthesis Kit (Roche). Real-time PCR reaction was performed with the ExTaq SYBR Green Supermix (Takara) using LightCycler96 Real-Time PCR Detection System (Roche). Each PCR reaction generated a specific amplicon, as demonstrated by melting-temperature profiles of final products (dissociation curve analysis). No PCR products were observed in the absence of template. The amount of target RNAs were normalized to the amount of endogenous control, glyceraldehyde-3-phosphate dehydrogenates (GAPDH). Gene expression quantities were measured using the relative Ct method. The primers used in this study were shown in Supplementary information Table S3.

### **Immunofluorescence**

Indicated cells were placed on poly-L-lysine coated slides, fixed with 4% paraformaldehyde, permeabilized by 0.3% Triton-X 100 and blocked by 2% BSA-PBS.  $\gamma$ -H2AX antibody (AP0099, ABclonal) and was used at 1:200 in the blocking solution. The secondary antibody conjugated with fluorescence (Santa Cruz) was incubated for 30min. Lastly, DAPI was used for nuclear staining. The slides were then visualized and photographed using a confocal fluorescence microscope (Ultra VIEW Vox PerkinElmer).

### **Luciferase reporter assay**

For GAS activity assay, K562 cells or RAW264.7 cells were transfected with the GAS-Luc, pRL-TK-Luc reporter using jetPRIME® (Polyplus Transfection) according to the manufacturer's instructions. pRL-TK-Luc reporter was used as an internal control. Twenty-four hours after transfection, cells were treated with 100ng/mL IFN- $\gamma$  for 12h and then luciferase activities were measured with the Dual Luciferase Assay system (Promega) according to the manufacture's instructions. All transfection and reporter assay were performed independently at least three times.

**NAC administration.** Before transplantation, mice were treated daily for 3 weeks with antioxidant N-acetyl-L-cysteine (NAC; 100mg/kg body weight; Sigma-Aldrich) by intraperitoneal injection. After transplantation, NAC was given to recipient mice intraperitoneally at a dose of 50 mg/kg body weight every day for 1 weeks or in drinking water with 1 mg/mL NAC for the duration of the entire experiment.

**Apoptosis analysis.** For apoptosis analysis, cells were washed and stained using an Annexin V Apoptosis Detection Kit (KeyGEN BioTECH or eBioscience). All the

samples were then analyzed on a flow cytometer.

## Supplementary Figures

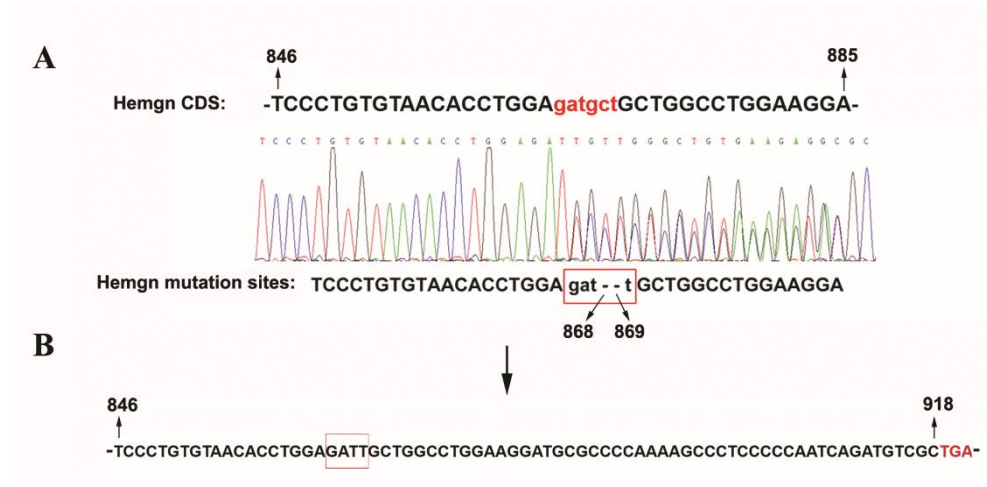

**Figure S1.** Validation of *Hemgn* knockout mice by sequencing of the mutant sites in cDNA region. The editing results in a loss of 2 bases which locates at 868-869 of *Hemgn* CDS sequence and introduces a premature stop codon at 919-921. (A) Sequence of *Hemgn*<sup>+/-</sup> heterozygous alleles. (B) Sequence of the mutant allele after editing.

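In the GENCODE M21 annotation of the mouse genome build GRCm38, Hemgn lies on chromosome 4 from 46393989 to 46413506 on the minus strand. Its 2 annotated transcripts share 1 coding sequence of 1512 bases, which encodes 503 amino acids. With positions counted from 1 at the first base of the start codon, bases 868 and 869 lie on chromosome 4 from 46396366 to 46396367. They fall in the coding exon that holds bases 174 to 1393, which is exon 3 of the transcript with 4 exons and exon 4 of the transcript with 5 exons. The reference coding sequence from base 848 to base 889 is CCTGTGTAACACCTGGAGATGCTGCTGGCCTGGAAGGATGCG. With both bases removed from the reference, the first 289 codons stay as they are and the first in-frame stop codon lies at bases 919 to 921 of the shortened sequence, after 306 codons. The FPKM values of the RNA-seq libraries sum fragments over the whole gene and do not show the edited bases.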

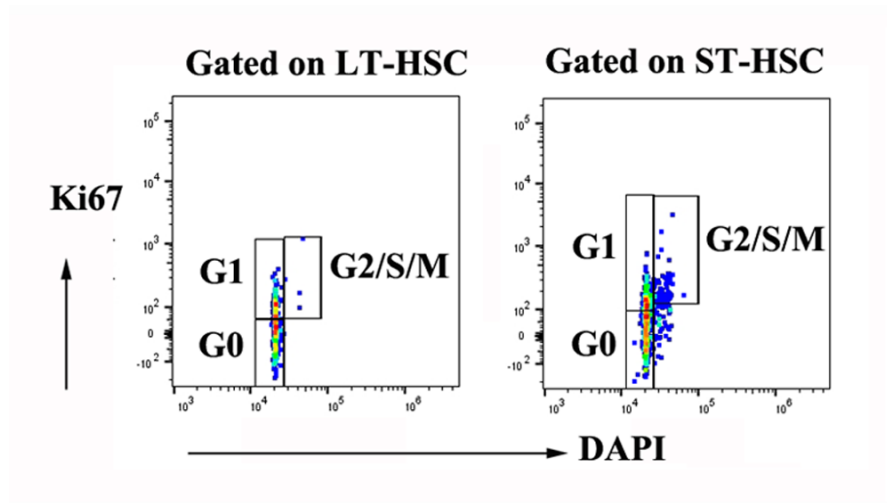

**Figure S2** Representative flow cytometric plots for cell cycle analysis of LT-HSCs and ST-HSCs using DAPI and Ki-67 staining.

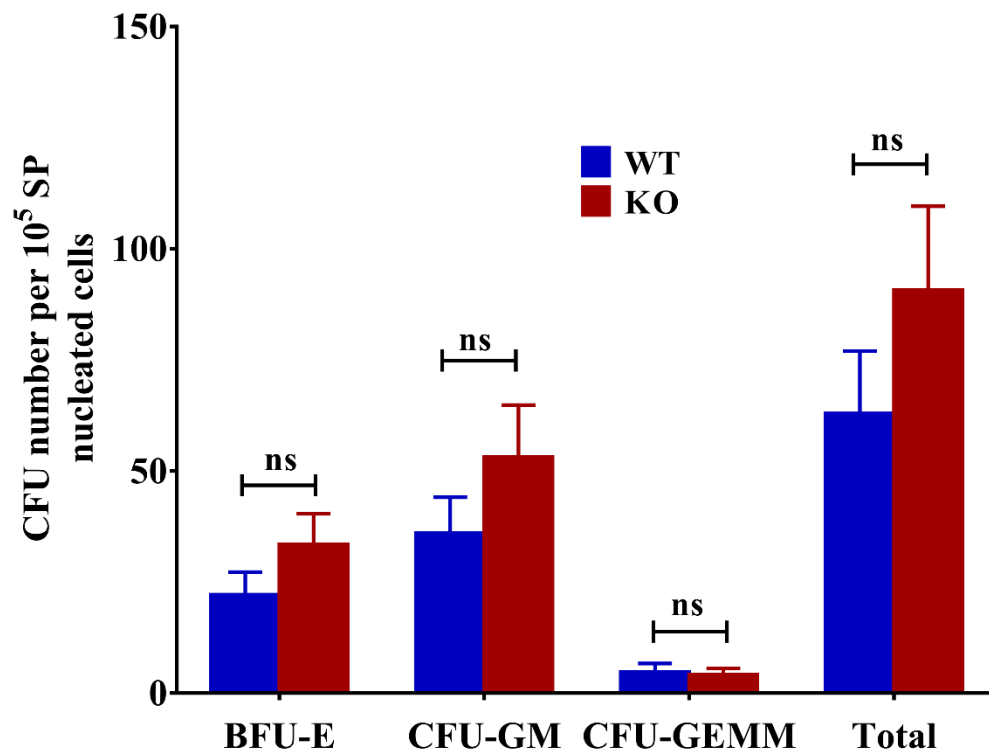

**Figure S3.** Colony forming unit assays showed normal differentiation and proliferation of *Hemgn*<sup>-/-</sup> spleen (SP) cells (n=5 mice per group). Data are the pool of 2 independent experiments with a total of 5 mice per group. Each mice were performed in triplicate. Error bars indicate SEM. \**P* < 0.05.

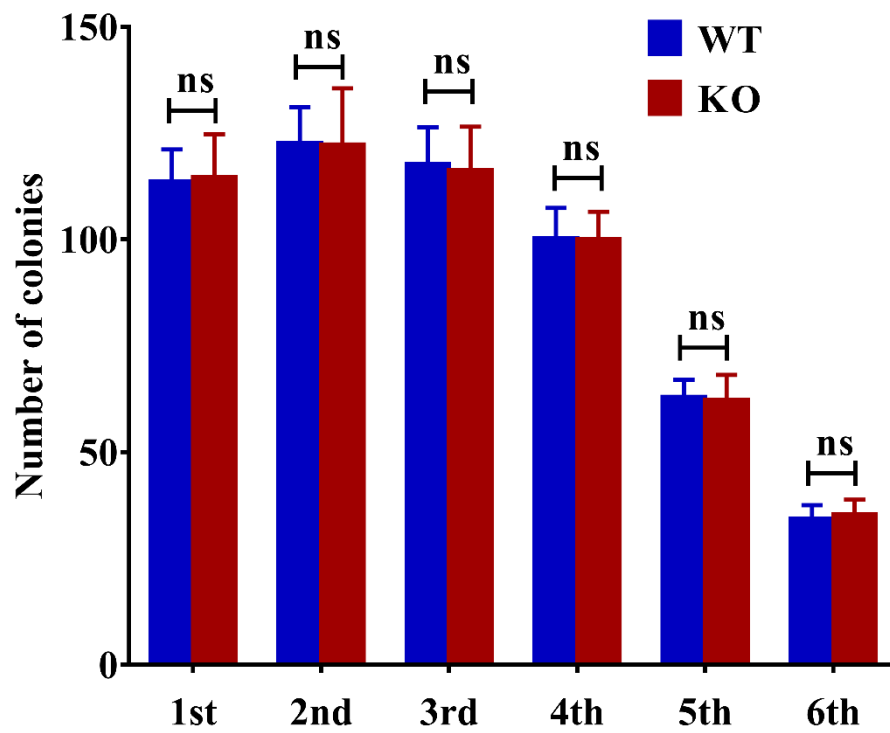

**Figure S4.** Serial replating assay to compare the self-renew capacity of BM cells from WT and *Hemgn*<sup>-/-</sup> mice (n=3 mice per group). Data are representative of 2 independent experiments. Each mice were performed in triplicate. Error bars indicate SEM. \* $P < 0.05$ .

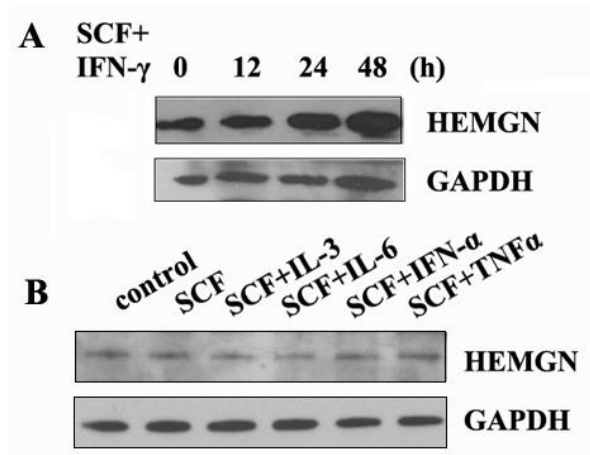

**Figure S5.** Sorted BM LSK cells were cultured in serum-free medium (SFEM) (Stem Cell Technologies, Cat#09650) supplemented with SCF (50ng/ml) plus IFN- $\gamma$  (100ng/ml) (A) for the indicated time or with SCF (50ng/ml) plus the indicated inflammatory factors (IL-3: 20ng/ml, IL-6: 20ng/ml, IFN- $\alpha$ :  $2 \times 10^4$ U/ml, TNF $\alpha$ : 1 $\mu$ g/ml) for 48 hours (B). Freshly isolated LSK cells were used as control. The expression of HEMGN was analyzed by western blotting. GAPDH was used as internal control.

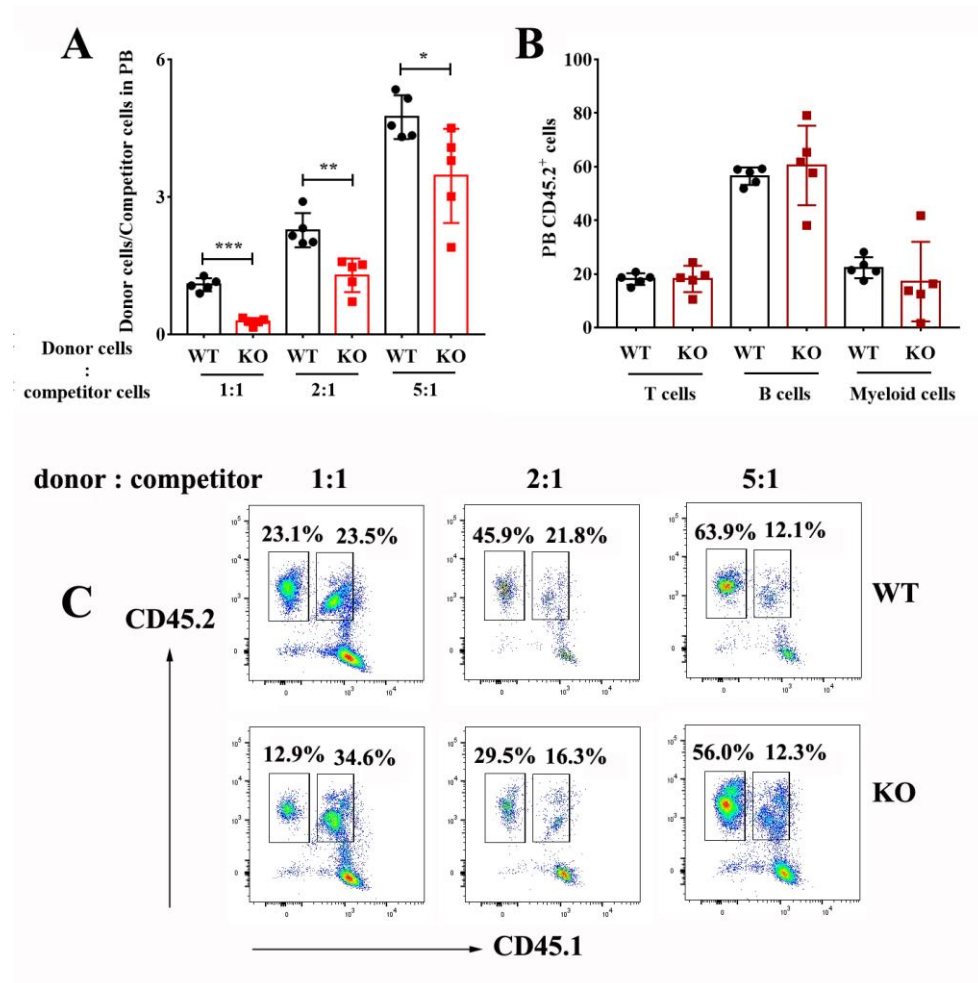

**Figure S6.** WT or *Hemgn*<sup>-/-</sup> mice BM mixed with competitor cells at the indicated ratio into the femoral BM cavity of lethally irradiated mice by intrafemoral transplantation. At 16w post-BMT, the ratio of donor cells to competitor cells in PB was analyzed (A). Trilineage differentiation in PB of recipients receiving donors and competitor cells at the ratio of 5:1 was analyzed (B). (C) Representative flow cytometric plots of PB at 16w after transplantation. n=5 mice per group. Data are the pool of two independent experiments. Error bars indicate SD. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

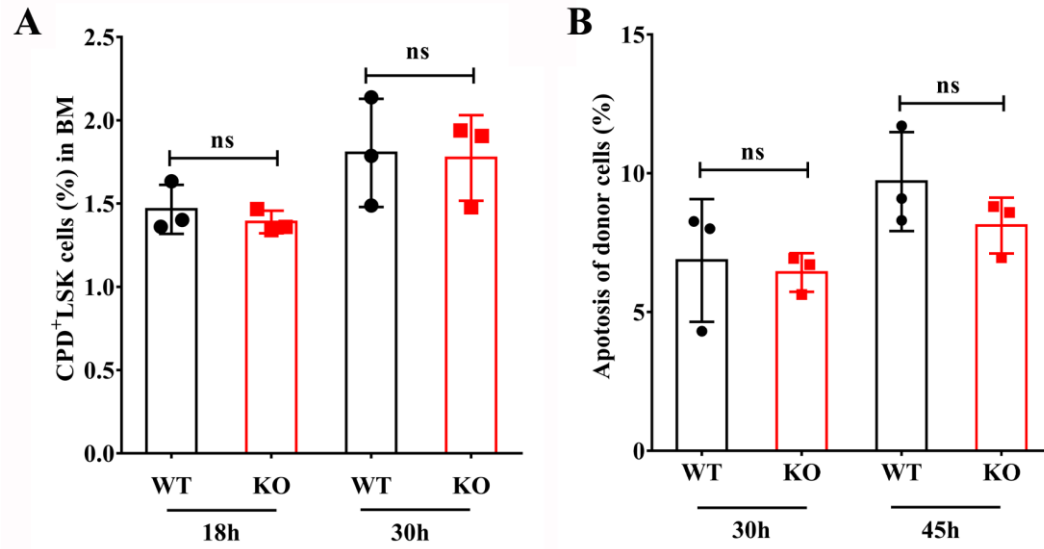

**Figure S7. The homing efficiency and apoptosis of *Hemgn*<sup>-/-</sup> donor cells were comparable to WT donor cells in non-irradiated recipients.** (A) CPD-labeled WT BM cells and *Hemgn*<sup>-/-</sup> BM cells ( $2 \times 10^7$ ) were transplanted into NOD/SCID mice without any conditioning. The percentage and apoptosis (B) of CPD<sup>+</sup> cells in BM were analyzed by flow cytometry at 30h post-transplantation. n=3 mice per group. Data are representative of 2 independent studies. Error bars indicate SD. \* $P < 0.05$ .

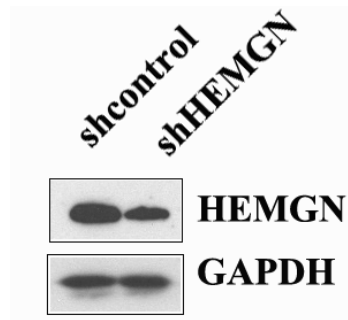

**Figure S8.** Validation of HEMGN knockdown in K562 cells.

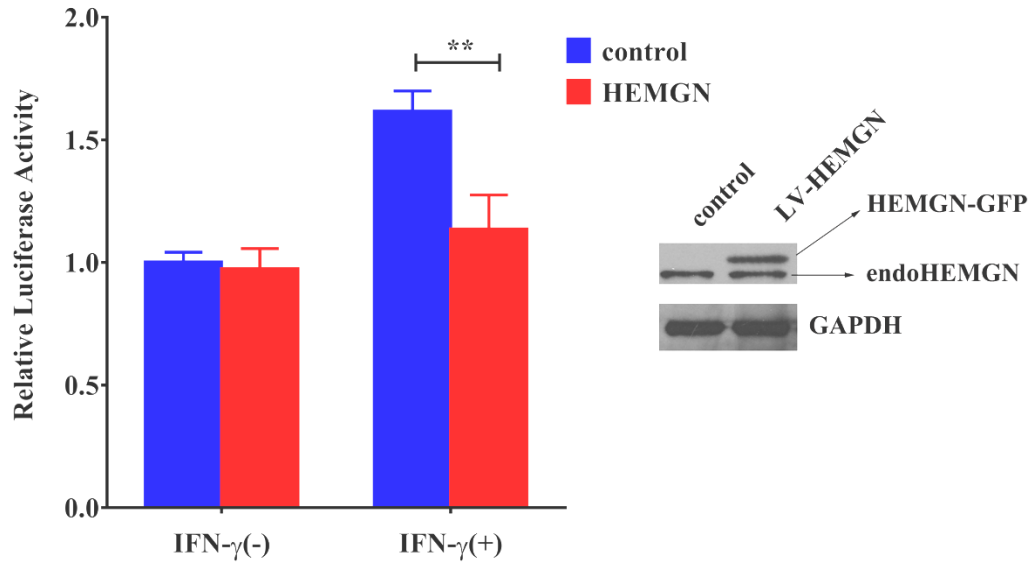

**Figure S9.** Control K562 cells or HEMGN lentivirus (LV-HEMGN)-infected K562 cells were transfected with GAS-reporter vector and then treated with IFN- $\gamma$  (100ng/mL). The Luciferase activity was measured 12h later. The right panel shows the expression of endogenous HEMGN protein and HEMGN-GFP fusion protein in LV-HEMGN-infected K562 cells. Data are representative of three independent experiments. Error bars indicate SD. \* $P < 0.05$ , \*\* $P < 0.01$ .

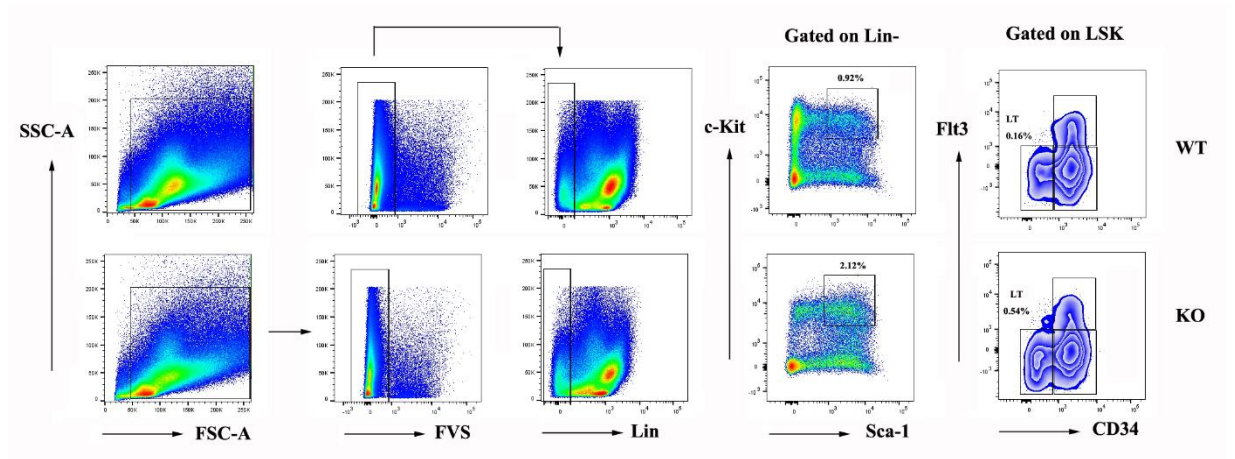

**Figure S10.** Gating strategy for BM HSPCs analysis of WT or *Hemgn*<sup>-/-</sup> mice injected with  $5 \times 10^6$  CFU *Listeria monocytogenes* for 24h.

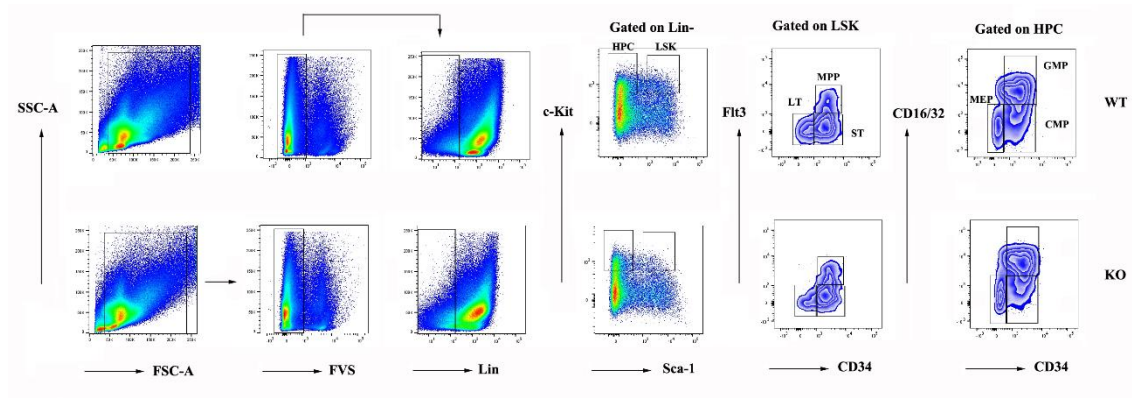

**Figure S11.** Gating strategy for BM HSPCs and committed progenitors analysis of 28-month-old mice.

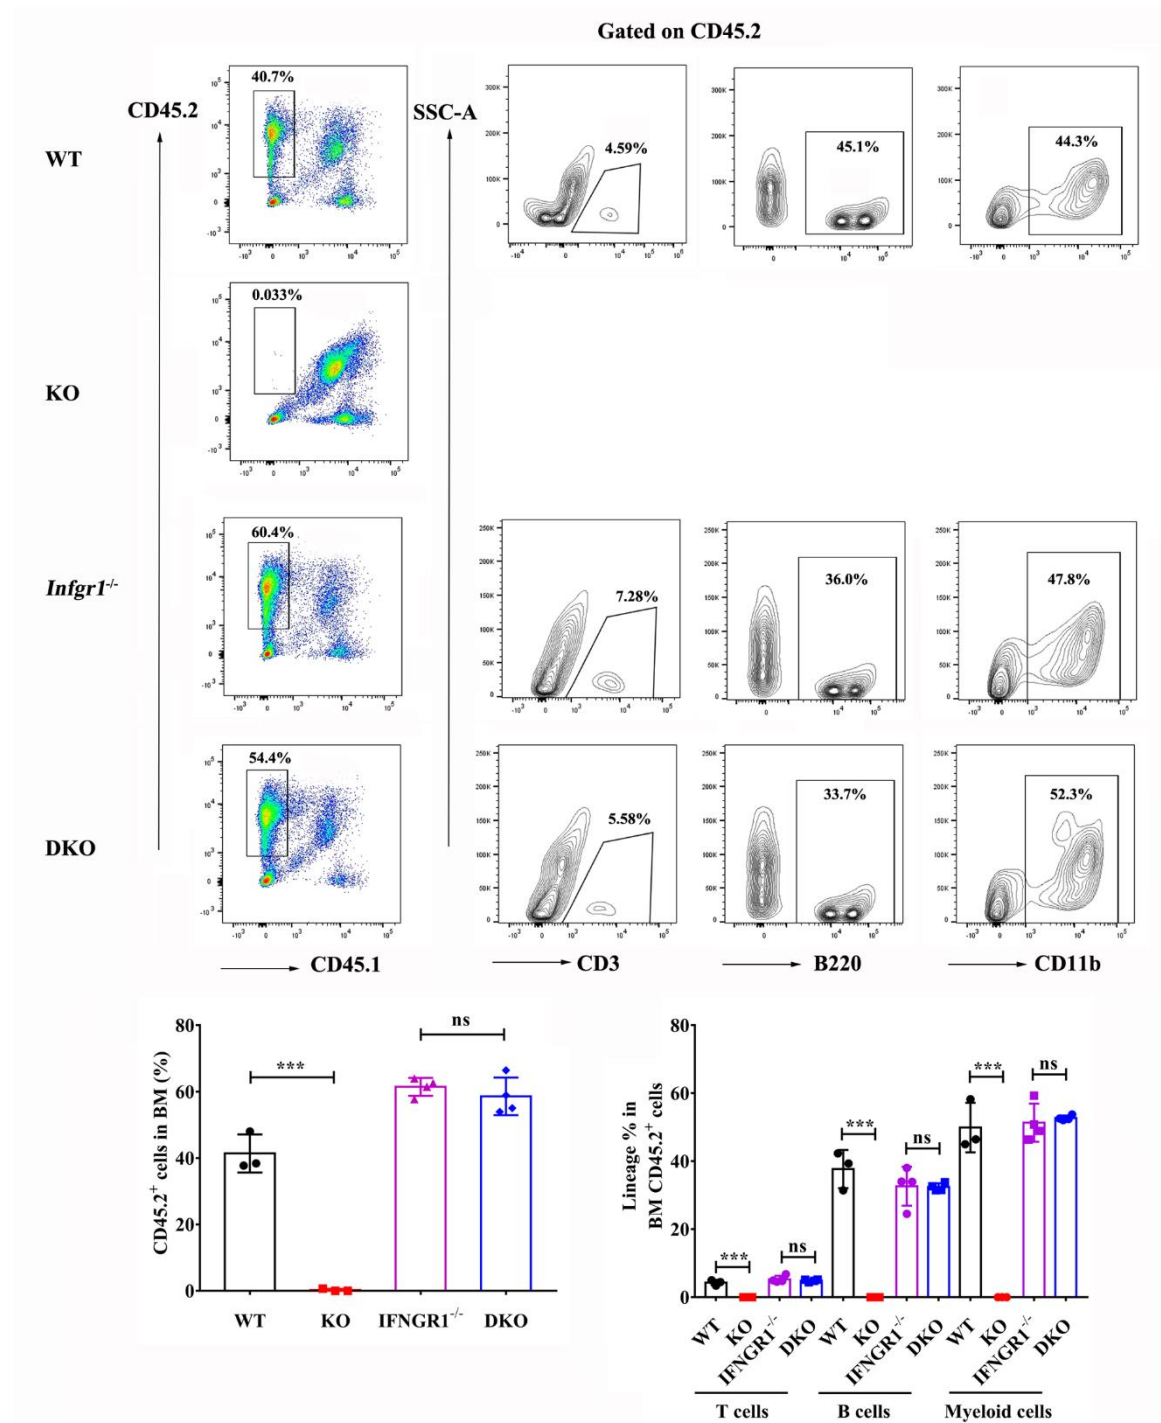

**Figure S12.** BM cells from WT (n=3 mice), *Hemgn*<sup>-/-</sup>(KO) (n=3 mice), *Ifngr1*<sup>-/-</sup> (n=4 mice) or *Hemgn*<sup>-/-</sup>*Ifngr1*<sup>-/-</sup>(DKO) (n=4 mice) ( $5 \times 10^6$ ) were transplanted into irradiated recipients (CD45.1) in the presence of competitor cell ( $1 \times 10^6$ ). At 16w post-BMT, the chimerism and trilineage differentiation in BM were analyzed. Data are presented as mean  $\pm$  SD. \* $P < 0.05$ , \*\*\* $P < 0.001$ .

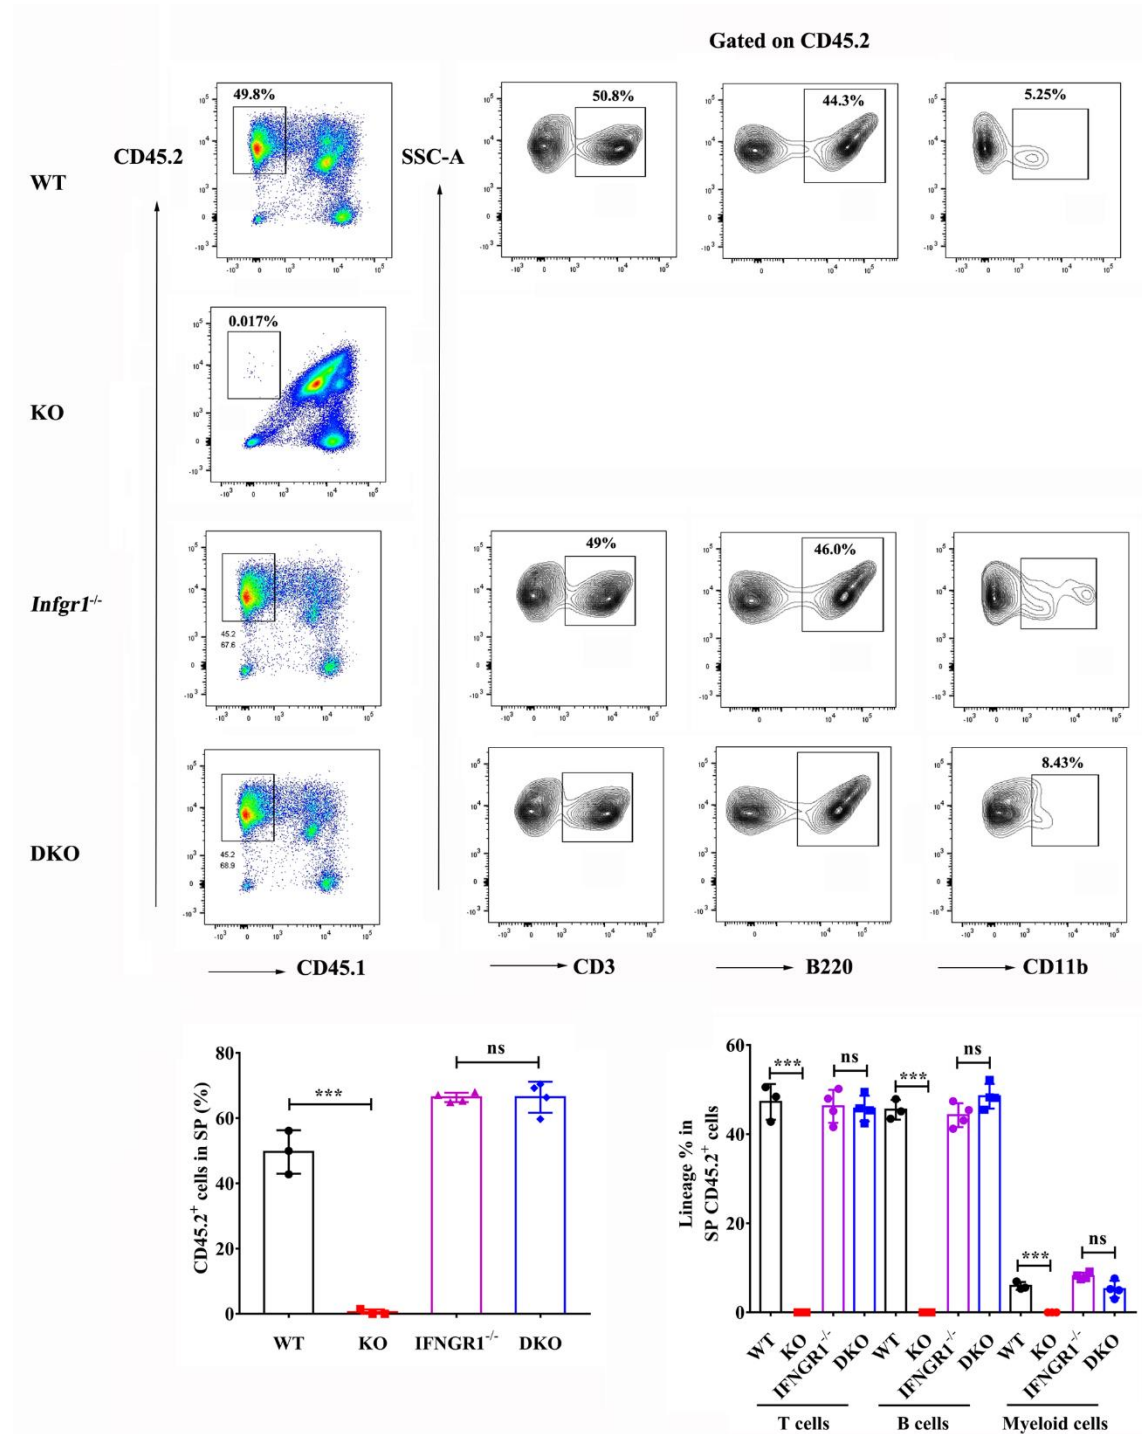

**Figure S13.** BM cells from WT (n=3 mice), *Hemgn*<sup>-/-</sup>(KO) (n=3 mice), *Ifngr1*<sup>-/-</sup> (n=4 mice) or *Hemgn*<sup>-/-</sup>*Ifngr1*<sup>-/-</sup>(DKO) (n=4 mice) ( $5 \times 10^6$ ) were transplanted into irradiated recipients (CD45.1) in the presence of competitor cell ( $1 \times 10^6$ ). At 16w post-BMT, the chimerism and trilineage differentiation in SP were analyzed. Data are presented as mean  $\pm$  SD. \* $P < 0.05$ , \*\*\* $P < 0.001$ .

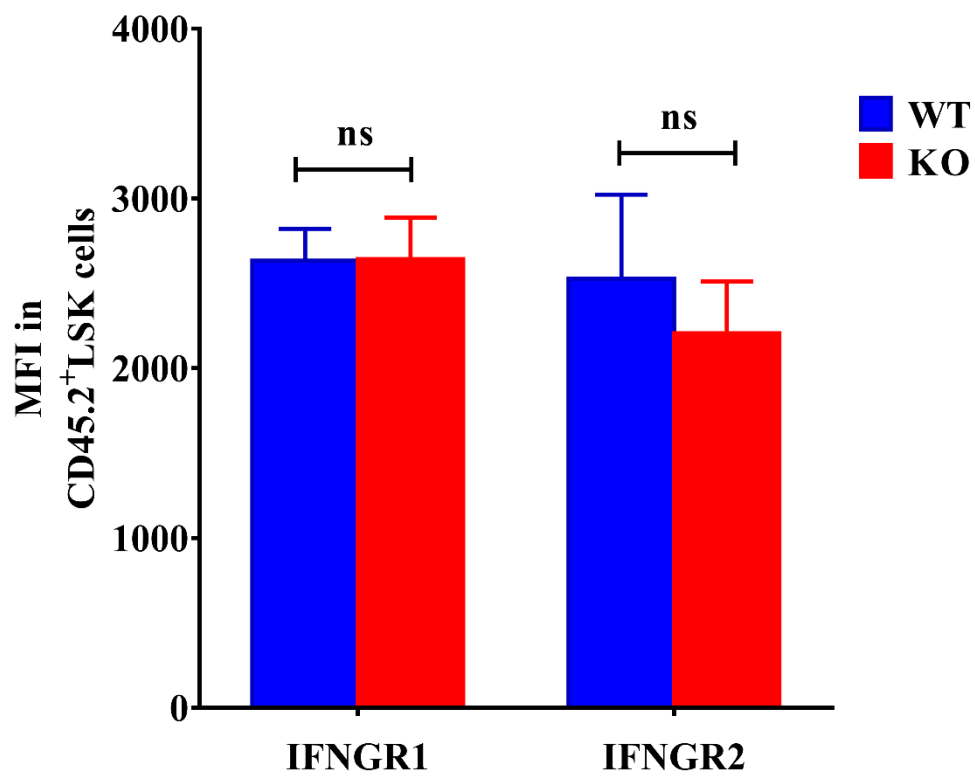

**Figure S14.** Analysis of IFNGR1 and IFNGR2 expression level in donor LSK cells from primary recipients BM by flow cytometry at 12h after BMT (n=4 mice per group). Data are the pool of two independent experiments. Error bars indicate SD.

\* $P < 0.05$ .

# Supplementary material for: Hemgn Protects Hematopoietic Stem and Progenitor Cells Against Transplantation Stress Through Negatively Regulating IFN‐γ Signaling
**Source:** Adv Sci (Weinh). 2021 Dec 19;9(5):2103838. doi: 10.1002/advs.202103838
**Supplement:** Supplementary file 3 — Supplemental Table 2

**Supplementary Table S1 Antibodies used in this study**

| Fluorescen | Antibody     | Clone    | Company     | Cat.#      |
|------------|--------------|----------|-------------|------------|
| eFluor450  | CD11b        | M1/70    | eBioscience | 48-0112-82 |
| BV500      | FVS510       | -        | BD          | 564406     |
| FITC       | CD34         | RAM34    | eBioscience | 11-0341-85 |
| FITC       | CD45.1       | A20      | Biolegend   | 110706     |
| FITC       | CD45.2       | 104      | Biolegend   | 109806     |
| FITC       | Streptavidin | -        | eBioscience | 11-4317-87 |
| PerCP      | B22          | RA3-6B2  | Biolegend   | 103236     |
| PE         | CD45.1       | A20      | Biolegend   | 110708     |
| PE         | CD45.2       | 104      | Biolegend   | 109808     |
| PE         | cKit (CD117) | 2B8      | eBioscience | 12-1171-82 |
| PE-CF594   | CD135 (Flt3) | A2F10.1  | BD          | 562537     |
| BV605      | Sca-1        | D7       | BD          | 563288     |
| BV605      | CD45.1       | A20      | Biolegend   | 110738     |
| PE-Cy7     | Ki-67        | B56      | BD          | 561283     |
| PE-Cy7     | Sca-1        | D7       | eBioscience | 25-5981-81 |
| PE-Cy7     | CD150        | mShad150 | eBioscience | 25-1502-82 |
| PE-Cy7     | B220         | RA3-6B2  | eBioscience | 25-0452-82 |
| APC        | cKit (CD117) | ACK2     | eBioscience | 17-1172-83 |
| APC        | CD3          | 145-2C11 | eBioscience | 17-0031-83 |
| APC        | CD45.2       | 104      | Biolegend   | 109814     |
| APC        | Annexin V    | -        | KeyGEN      | KGA1022    |
| APC-eFlu   | Streptavidin | -        | eBioscience | 47-4317-82 |
| Biotin     | CD11b        | M1/70    | eBioscience | 13-0112-85 |
| Biotin     | Gr-1         | RB6-8C5  | eBioscience | 13-5931-82 |
| Biotin     | B220         | RA3-6B2  | eBioscience | 13-0452-82 |
| Biotin     | CD19         | eBio1D3  | eBioscience | 13-0193-81 |
| Biotin     | TER119       | TER-119  | Biolegend   | 116204     |
| Biotin     | CD3          | 145-2C11 | Biolegend   | 100304     |
| Biotin     | CD4          | RM4-5    | Biolegend   | 100508     |

|           |                     |         |             |            |
|-----------|---------------------|---------|-------------|------------|
| Biotin    | CD8                 | 53-6.7  | Biolegend   | 100704     |
| PE        | IFN $\gamma$ R1     | 2E2     | eBioscience | 12-1191-82 |
| PE        | IFN $\gamma$ R2     | MOB-47  | Santa Cruz  | SC-12752   |
| eFluor®67 | CPD                 |         | eBioscience | 65-0840-85 |
| PerCP     | CD127               | A7R34   | eBioscience | 45-1271-82 |
|           | Anti-Stat1          | D1K9Y   | CST         | 14994      |
|           | Anti-Phospho- Stat1 | Tyr701  | CST         | 8826S      |
|           | Anti-Phospho- Stat1 | Ser727  | CST         | 9167S      |
|           | Anti-Jak1           | D1T6W   | CST         | 50996      |
|           | Anti-Phospho-Jak1   | D7N4Z   | CST         | 74129      |
|           | Anti-TCPTP          | EPR6712 | Abcam       | Ab129070   |
|           | Anti-GAPDH          |         | Proteintech | 6004-1-IG  |
|           | Anti-Tubulin        |         | Abclonal    | AC021      |
|           | Anti-Lamin A/C      | 4C11    | CST         | 4777S      |

How the deposited data were processed for this re-analysis (not part of the article)

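RNA was sequenced from donor HSPCs sorted from recipient mice at 6 h post-BMT, with 3 WT and 3 Hemgn−/− replicates. The sample labels and the paper both give the genotype of each library, and the groups were formed by it. They differ on the sorted population, on the injection route and on the library kit, and the paper's terms are used here. The authors deposited FPKM values per gene, 1 column for each library, made from whole fragments per gene divided by the gene's length and the library's total, with no further scaling between libraries that the values show. The paper's text does not name the aligner, the counting tool, the genome build, the annotation or the tool behind the DEGs. No column of per-sample values was left unmapped (0 columns).

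Of 24965 genes in the table, 24921 matched a gene of the GENCODE M21 annotation of GRCm38 by Ensembl identifier, which gave their symbols and exon lengths, and 44 did not. Symbols that stand for more than 1 gene (8 symbols) were not reported by name. No gene was at 0 in all 6 libraries. The depth was recovered from the steps between low FPKM values and ranged from 23668015 to 28897360 fragments, with a median of 25592595 in WT and 27441641 in Hemgn−/− libraries. At this depth 1 fragment on a gene of 1 kb is worth 0.0346 to 0.0423 FPKM. Counts of fragments are not independent molecules in amplified cDNA. Replicates of a group differed by far more than sampling noise, with a chi-square per gene from 17.0 to 34.1 over genes with at least 50 fragments in the pair, so no library was counted as a copy of another.

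FPKM values were taken as log2(FPKM + 1), and genes with FPKM above 1 in at least 1 library were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend), with all 6 libraries and no covariate. Fold changes are Hemgn−/− minus WT on this log2 scale, which understates the change of low genes. P-values are two-sided, and adjusted p-values are by Benjamini-Hochberg over all genes tested. Genes were counted at the paper's thresholds of p under 0.05 and 1.5-fold, and at an adjusted p under 0.05. Gene sets were compared with limma's camera at a preset inter-gene correlation of 0.01, with p-values adjusted over 8 sets. The Reactome sets were the mouse sets of the R package fgsea 1.28.0, matched by Entrez number (15820 genes have one), and the phase lists were those of the Seurat package. GSEA with the IFN-γ signature of Fig. 4C was not run, and no normalized enrichment score was computed.

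Genes named in the text are Hemgn, the 5 genes of the Discussion, the genes of Fig. 4B, Ifngr1, Ifngr2, Jak1 and Ptpn2, and the 5 highest and 5 lowest log2 fold changes among genes with an adjusted p under 0.05 and no overlap between the groups. This rule, the gene lists, the tests and the alternatives were set before the data were examined, except where the text says otherwise. The supplement with Table S1 had been read by then. Some genes and gene sets of the plan are not reported here, although they entered the adjustments over genes and over sets. Lists of erythroid, neutrophil, eosinophil and basophil, endothelial, macrophage, B cell, T and NK cell, plasmacytoid dendritic cell, HSPC and sex-linked genes served only to weigh other cells or the donors' sex as a source of signal. The overlap with Table S1 was planned for both directions on the premise that 325 upregulated genes were held. The copy holds 324, so the overlap was computed on the 435 downregulated genes alone, which departs from the plan.

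The alternatives were a pseudocount of 0.1, all genes with FPKM above 0 in at least 1 library, a mean FPKM of at least 1, fold changes from group means, median-ratio scaling, rescaling to the same FPKM total (TPM), quantile normalization, eBayes without a trend, the replicate number as a block, fry or an estimated correlation in place of camera's preset one, and leaving out each library in turn. Limma's voom on the recovered fragments and fold changes on the scale of Table S1 were added after seeing the data. Same-numbered libraries were checked for deviating together. The method was tested on simulated data in which 200 genes were changed 2-fold and a set of 50 others by less, and 12536 genes passed the filter. Of the 190 genes changed 2-fold among these, 131 had an adjusted p under 0.05, and so did 20 of 12300 unchanged genes, while the genes of the set, which make up the rest, count in neither number. The 20 exceed a share of 0.05 of the calls, even if every gene of the set was called. Adjusted p-values were thus too lenient in this simulation. Of 93 genes changed 2-fold and above 5 FPKM, 85 were found. Random gene lists, 10000 for each comparison, drew each gene from the 200 genes nearest in expression, or in expression, GC content and length. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining steps.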

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

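The sums over copies and parent genes, and the rule for reading them, were chosen after the values were seen, while the test for chromosome segments was chosen before.

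The 5 genes with the highest log2 fold changes lie outside the genes that the paper discusses, and each is a copy or pseudogene of another gene. Their log2 fold changes were 6.00 for Rps3a2, 4.28 for Tpm3-rs7, 3.43 for Rpl10-ps2 and 3.24 for Rpsa-ps10. Tgif2-ps2 was listed at 0 in all 3 WT libraries and was at 6.47 FPKM in the lowest Hemgn−/− library, so no fold is given. Reads shared between a copy and its parent gene are a technical explanation, under which the fragments of both together stay level.

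For Rps3a2 and Tpm3-rs7 the sums stayed near level, which is consistent with reads moving between copies. Per 1000000 fragments, Tpm3 fell from 1860 to 711 fragments while Tpm3-rs7 rose from 52.1 to 1050, and their sum changed from 1913 to 1760, a log2 ratio of −0.12. Rps3a1 fell from 398 to 218 while Rps3a2 rose from 1.60 to 153, and their sum changed from 400 to 371, a log2 ratio of −0.11. What would move the reads between the genotypes was not tested, and a difference in sequence between the donors' genomes remains open.

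For Rpl10-ps2 and Rpsa-ps10 a gain from the parent gene cannot be told apart from a rise of the copy, because the gain is less than 2 SD of the parent gene. Rpl10-ps2 gained 8.26 fragments per 1000000 while Rpl10 had an SD of 47.0 in WT libraries, and the log2 ratio of the sum was 0.036. Rpsa-ps10 gained 14.7 while Rpsa had an SD of 13.2, and the log2 ratio of the sum was −0.13. For Tgif2-ps2 the table argues against reads taken from Tgif2, since Tgif2 also rose, from 2.94 to 5.47 fragments per 1000000, and the log2 ratio of the sum was 1.81. Reads from a further copy were not tested.

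A segment of another strain beside the edited gene or elsewhere may change many copies and neighbours at once. Among 13460 genes, 142 had an adjusted p under 0.05 and at least a 2-fold change, and 4 windows of 5 Mb held 3 or more of them, where random draws gave a median of 4 and as many in a share of 0.5675 of draws. None lay within 5 Mb of Hemgn (0 genes). The fullest window, on chromosome 1, held 6 genes (A530040E14Rik, Sp110, Gm16094, Sp140, Gm10552 and Gm23504), which random draws reached with p = 0.0138 in a permutation test. Genes in 1 window can share reads or regulation, so the count of windows does not decide, and a strain difference cannot be told apart from an effect of the genotype. A biological explanation stays open for Tgif2-ps2, as an effect of Hemgn loss that was not tested further.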

How the results depend on the processing

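Limma's voom on recovered fragments and fold changes on the scale of Table S1 were chosen after the data were seen; the other alternatives were set earlier.

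Rescaling to the same FPKM total gave 1437 genes at the paper's thresholds, 1077 of them higher in Hemgn−/− HSPCs, against 939 and 563. Higher genes made up 60.0% of the calls on the deposited values, 74.9% after that rescaling, 45.6% after median-ratio scaling and 44.2% after quantile normalization. Rescaling and median-ratio scaling move all genes of a library by 1 factor, which shifts the split by construction. Fold changes from group means gave 828 higher and 474 lower genes, and moving these by 1 amount to the scale of Table S1 gave 625 higher and 585 lower, against 563 and 376. All other counts at the paper's thresholds stayed within 1.5 times, from 805 genes with a mean FPKM of at least 1 to 1304 with a pseudocount of 0.1. Voom gave 1275 genes, of which 734 were among the 939.

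The 887 genes with an adjusted p under 0.05 fell to 466 when all genes with FPKM above 0 were tested, and to 390 without a trend. Testing all genes adds low genes to the adjustment and to the model fitted across genes. Unadjusted p-values from limma could move too, for Birc5 from 1.1e-04 to 4.3e-04. The cause was not tested for either fall. With 1 library left out in turn the count ran from 373, without Hemgn−/− replicate 3, to 688, without WT replicate 2, on fewer libraries. Of the 373 genes, 363 were among the 887.

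With fry, Cell Cycle (adjusted p = 0.0886) and the S phase list (0.122) were no longer past 0.05. With the estimated correlation this held for the S phase list (0.124). The cause was not tested. Over all alternatives the adjusted p ran from 1.2e-04 to 0.0886 for Cell Cycle and from 0.00107 to 0.124 for the S phase list. The other 4 sets reported stayed past 0.05 with the same direction in all alternatives.

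Of 684 fits of 46 named genes under alternatives, 622 kept their side of an adjusted p of 0.05, 52 were weaker, 10 stronger and 0 reversed. Of the 34 genes past 0.05, 25 stayed so in every alternative set earlier with all 6 libraries. Plk1, Ccr6 and Prc1 were among the genes with the most weaker fits.

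Same-numbered libraries did not deviate together across genes, with correlations of −0.043, −0.0094 and 0.011, so no pairing by number was seen. A correlation across all genes cannot exclude a pairing that touches few of them. With the replicate number as a block, 963 genes were called at the paper's thresholds and 636 had an adjusted p under 0.05.

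Depth limits low genes most. Hemgn in Hemgn−/− libraries rests on 52, 60 and 116 fragments.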

Differences from the paper's values

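At the paper's thresholds 563 genes were higher in Hemgn−/− HSPCs, against the paper's 325. The p-values behind these counts come from unlike tests, limma here and a test that the paper does not name. Of the alternatives set before the data were examined, median-ratio scaling (411) and quantile normalization (406) came within 1.5 times of the paper's count. The others did not, with 828 for fold changes from group means, 814 with a pseudocount of 0.1, 554 with all genes above 0 FPKM, 491 with a mean FPKM of at least 1, 1077 rescaled to the same total, 554 without a trend, 582 with the replicate block, and 579 to 644 with 1 library left out. The total (939 against the paper's 760) and the lower genes (376 against the paper's 435) lay within 1.5 times of the paper's counts.

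The log2 fold changes in Table S1 lie below the log2 ratio of the group means of FPKM by a median of 0.10, which is a factor of 0.931, and 432 of 433 lower genes lie within 0.02 of that shift. On that scale, chosen after seeing the values, the 35 named genes that Table S1 lists differ from it by at most 0.00340. With fold changes on that scale, 625 genes were higher and 585 lower.

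The paper names 8 genes among its differentially expressed genes, in Fig. 4B or the Discussion, that did not pass both thresholds here. Cks1b, Ccna2 and Ccng2 (log2 fold changes −0.44, −0.41 and −0.43) passed on the scale of Table S1, which was chosen after seeing the values, and in none of the other settings. Cdkn1a (−0.47) passed on that scale and without WT replicate 2, and Stk11 (−0.47) on that scale and without WT replicate 3. Camk2b (0.43) passed when rescaled to the same total, without WT replicate 1 and with voom, which was also chosen after seeing the values. Plk1 (−0.55) passed with fold changes from group means, on the scale of Table S1, with a pseudocount of 0.1, after median-ratio scaling or quantile normalization, without WT replicate 1, without Hemgn−/− replicate 2, and with voom. Rhob (−0.55) passed after median-ratio scaling or quantile normalization, without WT replicate 1 and without WT replicate 3.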

Other observations

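Chosen only after the results were seen were the tests of mature granulocytes, granulocyte precursors, late granule genes, B cell RNA, a lower granulocyte share, a few abundant genes and the Hmga1 pair, the reading rule for S100a8, S100a9, Mpo and Ltf, and the choice of the MHC genes.

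The 6 libraries can be split into 3 and 3 in 10 ways, so no share under 0.1 can be had. In 1 of the 10 splits, the real one, there were as many genes at the paper's thresholds, and in 1 of 10 as many with an adjusted p under 0.05. The other 9 splits gave at most 239 genes at the paper's thresholds and 0 with an adjusted p under 0.05. Set tests as strong came in 1 of 10 splits for the IFN-γ response list, Interferon gamma signaling, Chemokine receptors bind chemokines, Cell Cycle and the G2/M phase list, and in 2 of 10 for the S phase list.

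Late neutrophil granule genes were abundant in all 6 libraries. Ngp had the highest FPKM in each of them and took 11.7% to 12.5% of the FPKM sum in WT and 7.62% to 7.84% in Hemgn−/− libraries. The lowest of Ltf, Camp and Ngp was at least 8.79 times the highest of Elane, Mpo and Prtn3 in every library, and at least 127 times the highest HSPC gene of the list. Kit was at 6.58 FPKM in WT and 5.68 FPKM in Hemgn−/− libraries. RNA from granulocytes in the sorted cells of both groups is a candidate explanation. Whether the sorted cells express these genes themselves after irradiation of the recipients was not tested.

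Granulocyte transcripts were lower in Hemgn−/− libraries, with a median log2 fold change of −0.54 over the 20 neutrophil genes. The test set in advance for granulocyte RNA in the WT sorts was that S100a8, S100a9, Mpo and Ltf are lower together. All 4 were lower, with a median of −0.32, but S100a8 (−0.33) and S100a9 (−0.19) overlapped between the groups, so it cannot be told apart from replicate spread for these genes. Mmp8, Mmp9 and Retnlg, abundant in mature neutrophils, were level with a median of 0.076, which argues against mature granulocytes as the source. Less mature granulocytes, or lower expression in the sorted cells, remain open. Of the 12 eosinophil and basophil genes, 3 had an adjusted p under 0.05, and these eosinophil granule genes all fell, with log2 fold changes of −2.72 for Epx, −1.99 for Prg2 and −1.51 for Prg3. The other genes of the list went both ways, so its median of 0.0046 decides nothing.

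The lower G2/M phase genes are not explained by GC content or gene length. Of 10000 lists matched on these and on expression, none had as low a median (p = 0.0001, the smallest these permutations can give). Elane, Mpo, Prtn3, Ctsg, Ms4a3 and Prss57, granule genes of precursors, had a median log2 fold change of −0.55, so fewer cycling granulocyte precursors may contribute. Slower division of the sorted HSPCs stays open as a hypothesis.

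Erythroid transcripts were lower in Hemgn−/− libraries, with a median of −0.77 over 16 genes and 13 of them lower, which is consistent with erythroid RNA in the WT sorts. Globin genes and Alas2 led, while Tfrc, Car2, Klf1 and Epor were level. Hemgn itself is in this list, so part of its fall could come from fewer erythroid cells. The 18 endothelial genes tested had a median of −0.30 with 14 lower, of which 1 had an adjusted p under 0.05, consistent with endothelial RNA in the WT sorts. A change of expression inside HSPCs was not separated from either.

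For the higher IFN-γ response genes, several technical explanations were weighed. None of 10000 lists matched on GC content, length and expression had as high a median (p = 0.0001, the smallest these permutations can give). Xist was at 5.08 FPKM or more in every library, which argues against donors of a different sex. C1qa, C1qb and C1qc were lower, with a median of −0.44, which argues only against macrophages that carry C1q. The 15 macrophage genes went both ways, with a median of 0.020 that decides nothing, and Csf1r (0.50, adjusted p = 0.0161 from limma) and Adgre1 (0.51, 0.0343) rose. RNA from other myeloid cells that carry these 2 genes and little C1q was not tested and stays open. After median-ratio scaling, which moves all genes of a library alike, the median of the list was 0.32. This argues against a shift common to all genes as the whole cause. Such scaling does not undo a change in the mix of cells, so a lower share of granulocyte RNA stays open. Plasmacytoid dendritic cell genes were higher, 10 of 10, with a median of 0.37, so RNA from such cells may contribute. Of these genes 2 are also in the IFN-γ response list, and Siglech was at 4.30 FPKM in WT and 10.8 FPKM in Hemgn−/− libraries. Most T and NK cell genes (13 of 15, median 0.27) and B cell genes (11 of 14, median 0.24) were also higher. RNA from T and NK cells or from mature B cells was not tested as a source of the IFN-γ response and stays open. Since these explanations are open, the higher IFN-γ response is not assigned to the sorted HSPCs here.

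Among genes of the pathway, Ifngr1 had a log2 fold change of 0.26 (adjusted p = 0.0757 from limma), Ifngr2 0.45 (0.0158), Jak1 0.19 (0.149) and Ptpn2 0.22 (0.312). Ifng was at 2.53 FPKM in WT and 3.57 FPKM in Hemgn−/− libraries.

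Chemokine genes rose while B cell genes rose less. The highest log2 fold change of Cd79a, Cd79b, Ighm and Ebf1 was 0.27, against 0.95 for Cxcr5 and 0.80 for Ccr6, which argues against a higher share of all B cells. Fcer2a (0.98) and Ms4a1 (0.64) rose more, so a shift towards mature B cells could raise these 2 receptors. The 14 B cell genes had a median of 0.24, the 15 T and NK cell genes 0.27 and the 10 HSPC genes tested 0.14.

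The 10 genes with the most fragments took 17.0% to 17.9% of the fragments in WT and 12.6% to 13.5% in Hemgn−/− libraries. With these taken out of the library totals, the median log2 fold change of the other genes tested fell from 0.088 to 0.032, which is consistent with abundant genes in the WT libraries pulling other FPKM values down. That it would fall was known from the larger share in WT libraries, so only the size of the fall informs, and a rise of many genes in the cells was not excluded.

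Hmga1 fell from 119 to 52.7 fragments per 1000000 while Hmga1b rose from 32.5 to 99.8, and the log2 ratio of their sum was 0.010, consistent with reads shared between the 2 copies. MHC genes, a multigene family whose values are uncertain, went both ways. H2-Eb1 rose by 0.84 on the log2 scale and Ciita by 0.88, H2-K1 fell by 0.66, and B2m was level (−0.025).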
